# Lethal lung hypoplasia and vascular defects in mice with conditional *Foxf1* overexpression

**DOI:** 10.1242/bio.019208

**Published:** 2016-09-16

**Authors:** Avinash V. Dharmadhikari, Jenny J. Sun, Krzysztof Gogolewski, Brandi L. Carofino, Vladimir Ustiyan, Misty Hill, Tadeusz Majewski, Przemyslaw Szafranski, Monica J. Justice, Russell S. Ray, Mary E. Dickinson, Vladimir V. Kalinichenko, Anna Gambin, Paweł Stankiewicz

**Keywords:** Lung development, Pulmonary vasculature, ACDMPV

## Abstract

*FOXF*1 heterozygous point mutations and genomic deletions have been reported in newborns with the neonatally lethal lung developmental disorder, alveolar capillary dysplasia with misalignment of pulmonary veins (ACDMPV). However, no gain-of-function mutations in *FOXF1* have been identified yet in any human disease conditions. To study the effects of *FOXF1* overexpression in lung development, we generated a *Foxf1* overexpression mouse model by knocking-in a Cre-inducible *Foxf1* allele into the ROSA26 (R26) locus*.* The mice were phenotyped using micro-computed tomography (micro-CT), head-out plethysmography, ChIP-seq and transcriptome analyses, immunohistochemistry, and lung histopathology. Thirty-five percent of heterozygous R26-Lox-Stop-Lox (LSL)-*Foxf1* embryonic day (E)15.5 embryos exhibit subcutaneous edema, hemorrhages and die perinatally when bred to *Tie2*-cre mice, which targets *Foxf1* overexpression to endothelial and hematopoietic cells. Histopathological and micro-CT evaluations revealed that R26*Foxf1; Tie2-cre* embryos have immature lungs with a diminished vascular network. Neonates exhibited respiratory deficits verified by detailed plethysmography studies. ChIP-seq and transcriptome analyses in E18.5 lungs identified *Sox11*, *Ghr*, *Ednrb*, and *Slit2* as potential downstream targets of FOXF1. Our study shows that overexpression of the highly dosage-sensitive *Foxf1* impairs lung development and causes vascular abnormalities. This has important clinical implications when considering potential gene therapy approaches to treat disorders of FOXF1 abnormal dosage, such as ACDMPV.

## Abstract (precis)

**Summary:** Similar to *Foxf1* loss, *Foxf1* overexpression in mice is lethal. This finding highlights the need to consider alternatives beyond gene therapy to find a cure for alveolar capillary dysplasia with misalignment of pulmonary veins (ACDMPV).

## INTRODUCTION

The *FOXF1* (Forkhead box F1) gene located on chromosome 16q24.1 encodes a member of the FOX family of transcription factors characterized by a distinct forkhead DNA binding domain, and plays an important role in epithelium-mesenchyme signaling as a downstream target of Sonic hedgehog (Mahlapuu et al., 2001; Dharmadhikari et al., 2015). *FOXF1* is expressed in fetal and adult lungs, placenta, and prostate (Hellqvist et al., 1996; Bozyk et al., 2011; van der Heul-Nieuwenhuijsen et al., 2009). In the mouse embryonic lungs, *Foxf1* expression is restricted to mesenchyme-derived cells such as alveolar endothelial cells and peribronchiolar smooth muscle cells (Kalinichenko et al., 2001a). Lung mesenchymal cells include numerous subtypes such as airway smooth muscle cells, fibroblasts, pericytes, vascular smooth muscle cells, and alveolar endothelial cells. Alveolar endothelial cells are differentiated vascular cells of mesenchymal origin, and line blood vessels that are in close proximity to air spaces in the lung.

Heterozygous point mutations and genomic deletions involving *FOXF1* or its upstream enhancer have been reported in newborns with a lethal lung developmental disorder alveolar capillary dysplasia with misalignment of pulmonary veins (ACDMPV, OMIM 265380) with or without defects involving heart, gastrointestinal, or genitourinary systems (Stankiewicz et al., 2009; Bishop et al., 2011; Sen et al., 2013). A majority of *Foxf1*^+/*−*^ mice die perinatally, exhibiting defects in lung vasculature, similar to those in patients with ACDMPV (Kalinichenko et al., 2001b; Stankiewicz et al., 2009).

*FOXF1* has also been reported to be epigenetically inactivated in breast and colorectal cancers (Lo et al., 2010; Mitchell et al., 2014) and overexpressed in Patched-associated tumors, including basal cell carcinoma, medulloblastoma, and rhabdomyosarcoma (Wendling et al., 2008a; Armeanu-Ebinger et al., 2011). *FOXF1* overexpression was found in lung fibroblasts from patients with idiopathic pulmonary fibrosis (Melboucy-Belkhir et al., 2014). Isolated gastrointestinal abnormalities such as pyloric stenosis, mesenterium commune, and aplasia of the appendix were found to be associated with 16q24.1 duplications involving *FOXF1*; however, RNA or protein lung studies could not be performed (Dharmadhikari et al., 2014). Hence, while effects of the loss of function of *FOXF1* in lung disease and cancer are well documented, effects of the overexpression of *FOXF1*, specifically in the context of lung development, are not currently known.

To study the consequences of *Foxf1* overexpression*,* we developed a Cre-inducible *Foxf1* allele by knocking-in *Foxf1* into the ROSA26 (R26) locus after a lox-STOP-lox (LSL) cassette (ROSA26-lox-STOP-lox–*Foxf1*). Here, we show that *Tie2*-cre-induced heterozygous R26*Foxf1* mice manifest a wide range of phenotypes that cause death from embryonic to perinatal stages due to lung and vascular defects. Determining dosage sensitivity of *Foxf1* is important to inform future gene therapy approaches to potentially treat patients with ACDMPV and other disease conditions due to genetic alterations in *FOXF1*.

## RESULTS

### *Tie2*-cre-mediated overexpression of *Foxf1* results in embryonic vascular and perinatal lung defects

We generated a floxed *Foxf1* construct to target the ROSA26 locus (R26-LSL-*Foxf1*; Fig. S1) as previously described (Hohenstein et al., 2008; Carofino and Justice, 2015). First, we tested overexpression of *Foxf1* in all tissues by crossing the R26-LSL-*Foxf1* and the *CMV*-cre lines. We found that it led to embryonic lethality of R26*Foxf1*; *CMV*-cre embryos, displaying hemorrhage at E12.5 (Fig. S2). *Foxf1* is endogenously expressed in mesenchyme-derived cell types such as endothelial and smooth muscle cells in the lungs (Kalinichenko et al., 2001a). To determine the effects of overexpression of *Foxf1* in a similar context, we mated R26-LSL-*Foxf1* mice to *Tie2*-cre mice, overexpressing *Foxf1* in the endothelial and hematopoietic lineages.

Quantitative RT-PCR analysis showed that *Foxf1* was overexpressed 1.7-fold in R26*Foxf1; Tie2-*cre E18.5 lungs compared to R26-LSL-*Foxf1* control lungs (Fig. 1A). qRT-PCR on RNA isolated from flow-sorted pulmonary endothelial cells (*n*=2-3 lungs) similarly showed a trend towards overexpression of *Foxf1* compared to wild-type littermates (Fig. S3).

**Fig. 1.**
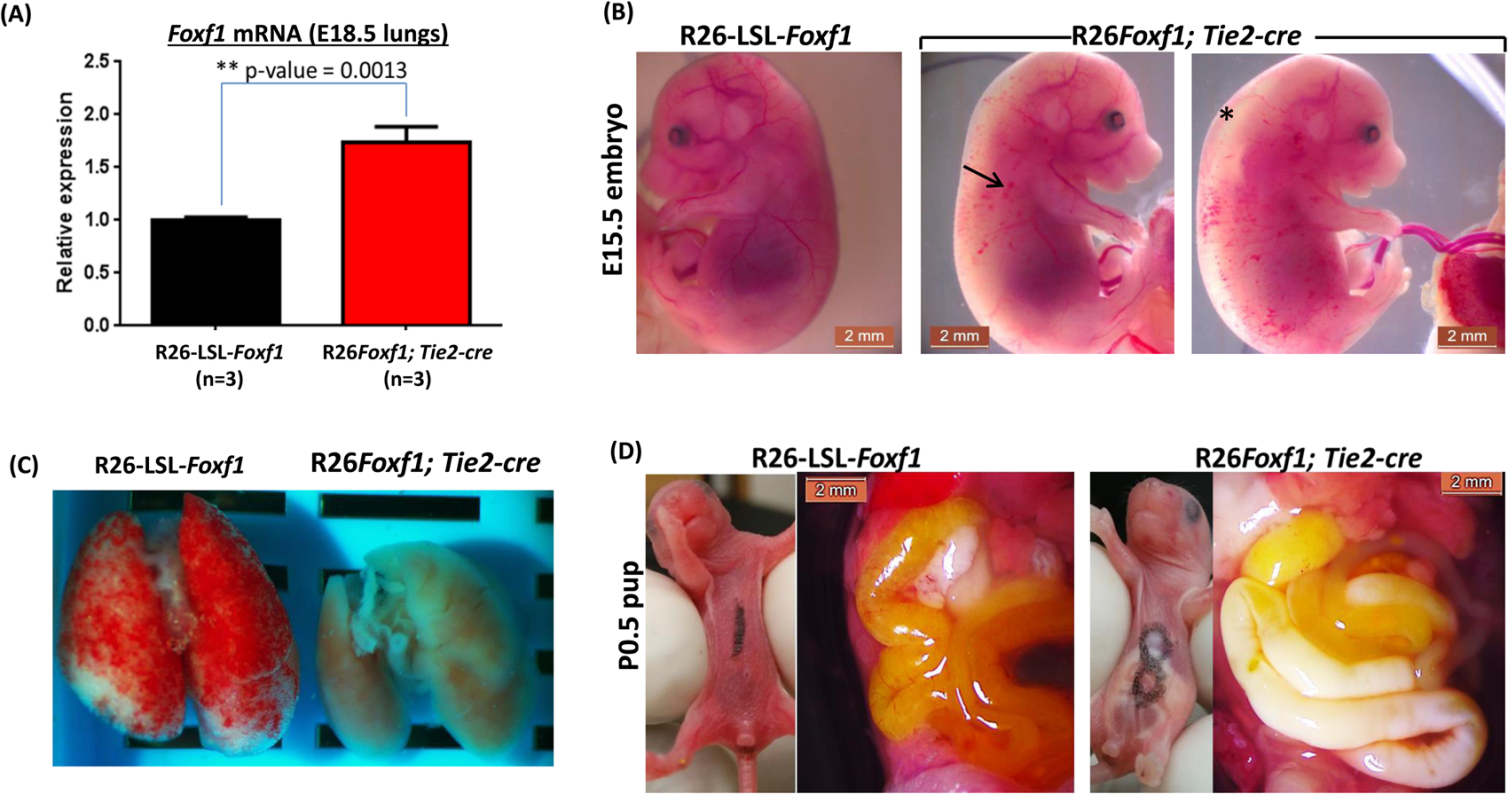
**Perinatal vascular and lung defects.** (A) *Foxf1* Taqman qRT-PCR shows ∼1.7-fold overexpression of *Foxf1* in the E18.5 lungs from the R26*Foxf1; Tie2-*cre embryos. (B) Normal E15.5 R26-LSL-*Foxf1* embryo and hemorrhages and edema seen in E15.5 R26*Foxf1; Tie2-*cre embryos; * indicates edema, and hemorrhages are indicated by an arrow. (C) Smaller lungs of a R26*Foxf1; Tie2*-cre P0.5 pup compared to the lungs from a R26*-LSL-Foxf1* control pup. (D) Normal abdominal and intestinal region in a control P0.5 R26-LSL-*Foxf1* pup compared to chylous abnormalities seen in the abdominal and intestinal region in P0.5 R26*Foxf1; Tie2-*cre pups.

Data at E15.5, E18.5, and postnatal day (P)0.5 from timed matings showed a significant decrease in the number of heterozygous +/R26*Foxf1;+/Tie2*-cre (R26*Foxf1;Tie2*-cre) mice [i.e. from the expected 50% Mendelian frequency to ∼12% at P0.5, indicating embryonic lethality, however a majority survived to birth and died perinatally (Table 1)]. At E15.5, approximately 35% of R26*Foxf1*; *Tie2*-cre embryos exhibited edema and/or hemorrhages (Fig. 1B). Approximately 67% of R26*Foxf1;* *Tie2*-cre pups at P0.5 had smaller lungs compared to those of R26-LSL-*Foxf1* control littermate pups (Fig. 1C). Additionally, R26*Foxf1;* *Tie2*-cre pups that survived after birth displayed abdominal distention and chyle accumulation in the intestinal wall, suggesting lymphatic vascular defects (Fig. 1D), not found in R26-LSL-*Foxf1* littermate control pups. Complete blood counts (CBCs) at P1.5 revealed lower platelet counts in R26*Foxf1;* *Tie2*-cre pups compared to control pups (Fig. S4). Analysis of placental histology and determination of placenta weights at E18.5 showed no apparent placental defect (Fig. S5). Histological analysis of E18.5 liver sections revealed no differences between the two groups (data not shown). No lethality or adverse phenotypes were observed in *Tie2*-cre mice in the study. Additionally, crossing of the *Foxf1*^+/*−*^ mice with the *R26Foxf1;* *Tie2*-cre mouse line was not able to rescue the neonatal lethality observed in the *Foxf1*^+/*−*^ mice (data not shown). PCR analysis to detect Cre-mediated recombination is shown in Fig. S6.

**Table 1.**
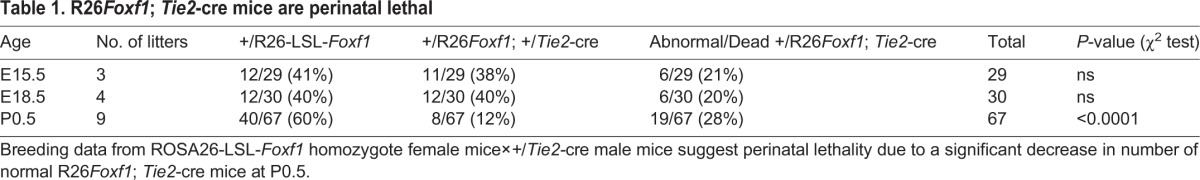
**R26*Foxf1*; *Tie2*-cre mice are perinatal lethal**

Histopathological evaluation showed immature lungs in E18.5 R26*Foxf*1:*Tie2*-cre embryos, and immunohistochemistry (IHC) analysis revealed increased FOXF1 staining in R26*Foxf*1: *Tie2*-cre lungs (Fig. 2A), a finding consistent with elevated *Foxf1* mRNA levels (Fig. 1A). Staining for epithelial-specific marker proSPC was unchanged (Fig. 2B). Lung immaturity was associated with a reduced capillary network as shown by diminished staining for FLK1, an endothelial marker (Fig. 2C,D). Immunostaining for smooth muscle marker α-SMA showed no major differences (data not shown).

**Fig. 2.**
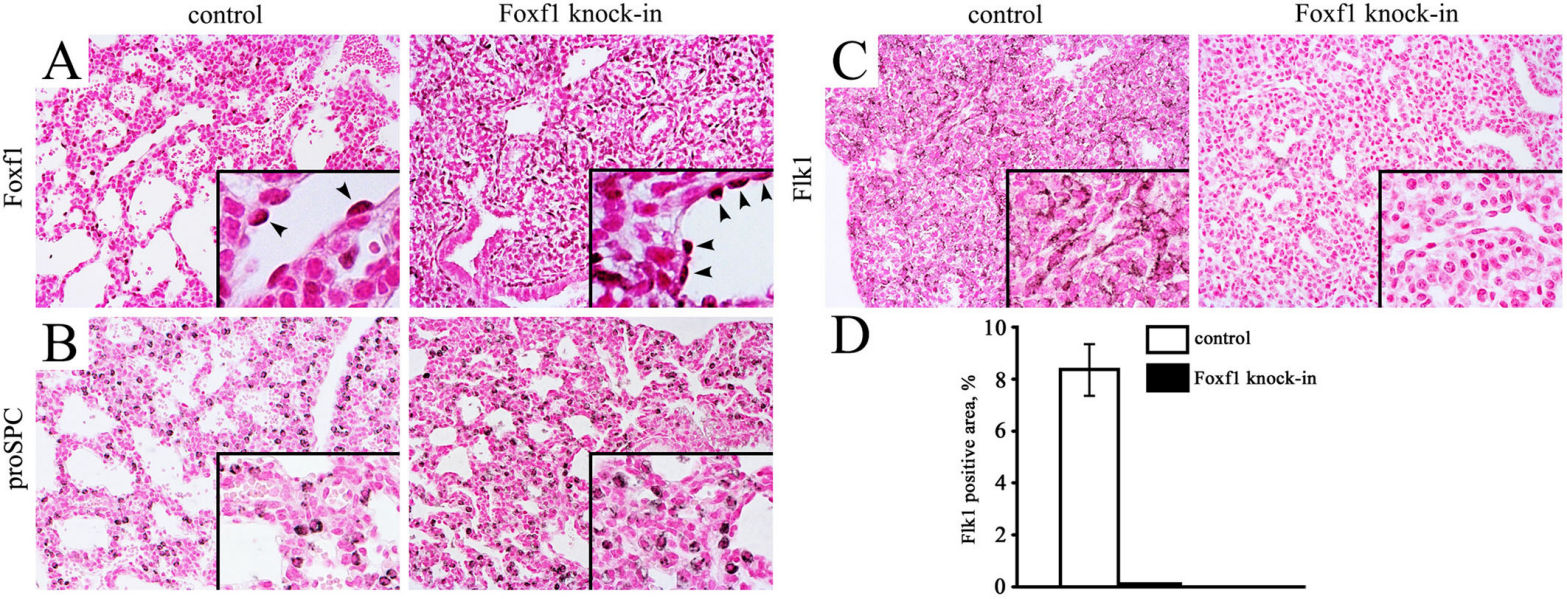
**Lung immaturity in R26*Foxf1; Tie2-*cre embryos.** (A) Immunohistochemistry shows diminished lung sacculation and increased FOXF1 staining in E18.5 R26*Foxf1; Tie2-*cre embryos compared to R26*-*LSL*-Foxf1* littermates (control). FOXF1-positive endothelial cells are depicted with arrowheads (inserts). Slides were counterstained with nuclear fast red. Images were taken at the same exposure. (B) ProSPC staining was unaltered whereas FLK1 staining was decreased in R26*Foxf1; Tie2-*cre lungs (C). Magnification is ×200 (inserts are ×400). (D) Quantification of FLK1 staining showing decreased FLK1 expression in R26*Foxf1*;*Tie2*-cre lungs. Data are shown as mean±s.e.m.

### Lungs of R26*Foxf1*: *Tie2*-cre pups are hypoplastic

At P0.5, the wet lung weight (LW) to body weight (BW) ratios of R26*Foxf1; Tie2-*cre pups were significantly lower (approximately 3.0%) compared to that of R26*-LSL-Foxf1* control littermate pups (approximately 4.1%) (Fig. 3A). Computational analyses of micro-CT imaging of E15.5 and E18.5 R26*Foxf1; Tie2-*cre embryos confirmed that their lungs are hypoplastic compared to R26-LSL-*Foxf1* control embryos (Fig. 3B-E), and did not show mispatterning of major pulmonary vessels (Fig. S7). Furthermore, the LV:BW ratios were significantly lower (approx. 50%) in E18.5 R26*Foxf1; Tie2-*cre embryos compared to controls (Fig. 3F). There was also a trend towards a lower ratio of lung surface area to body weight (approx. 30% lower) (Fig. 3G). Other organs, including the heart and liver, did not show any hematomas or evidence of blood pooling.

**Fig. 3.**
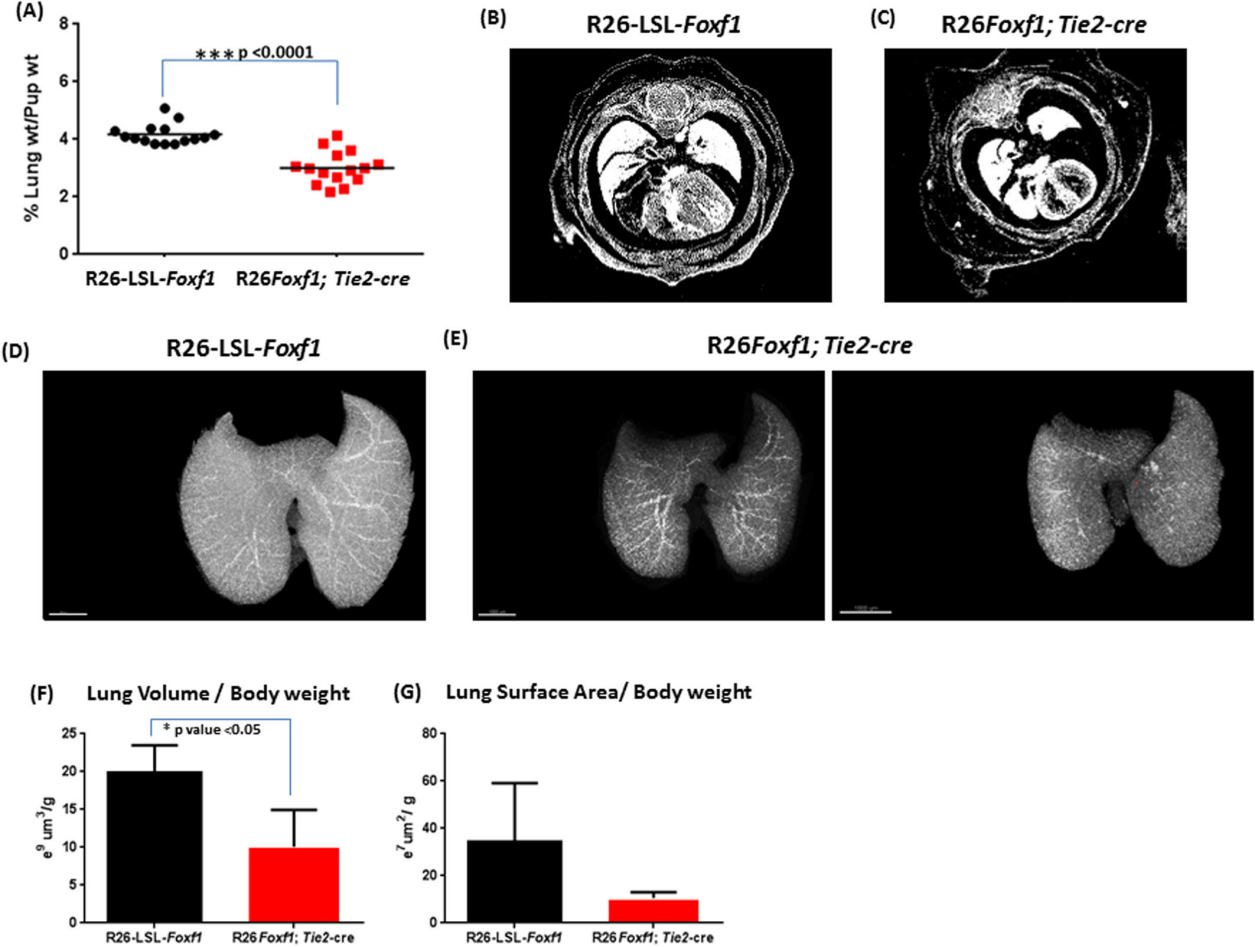
**Lung hypoplasia.** (A) Lower wet lung weight:pup weight ratios in the R26*Foxf1; Tie2*-cre P0.5 pups compared to R26*-LSL-Foxf1* control littermate pups. Horizontal line indicates mean wet lung weight:pup weight ratio. (B,C) Transverse sections comparing E15.5 R26*Foxf1; Tie2-*cre lungs to time-matched R26-LSL-*Foxf1* control lungs. (D,E) Representative E18.5 lung micro-CT images obtained after ROI analysis. Scale bars: 400 µm. (F,G) Quantification of micro-CT imaging data of E18.5 lung volumes and surface areas by surface rendering using Imaris (*n*=3 for both groups; data are shown as mean±s.e.m.).

### R26*Foxf*1: *Tie2*-cre pups exhibit respiratory defects

Respiratory function in P0.5 pups was tested under room air, hypoxic, and hypercapnic conditions using head-out plethysmography (Fig. 4). Under room-air conditions, the R26*Foxf1; Tie2-*cre pups showed significantly higher respiratory rates (V_f_) (Fig. 4A) while tidal volume per breath (V_T_) was significantly lower than in sibling controls (Fig. 4B). Total respiratory output per minute (V_E_) matched that of sibling controls (Fig. 4C). Examination of R26*Foxf1; Tie2-*cre respiratory traces showed a significant decrease in the number of apneas, but the average length of apneas was not significantly different (Fig. 4D,E). Respiratory traces also showed that R26*Foxf1; Tie2-*cre animals had more regular breathing patterns, as they had significant reductions in measures of variability in interbreath interval (IBI) and breath volume (Fig. 4G,H, see Fig. 5A,B for representative respiratory traces, and Fig. S8A,B for representative Poincaré plots).

**Fig. 4.**
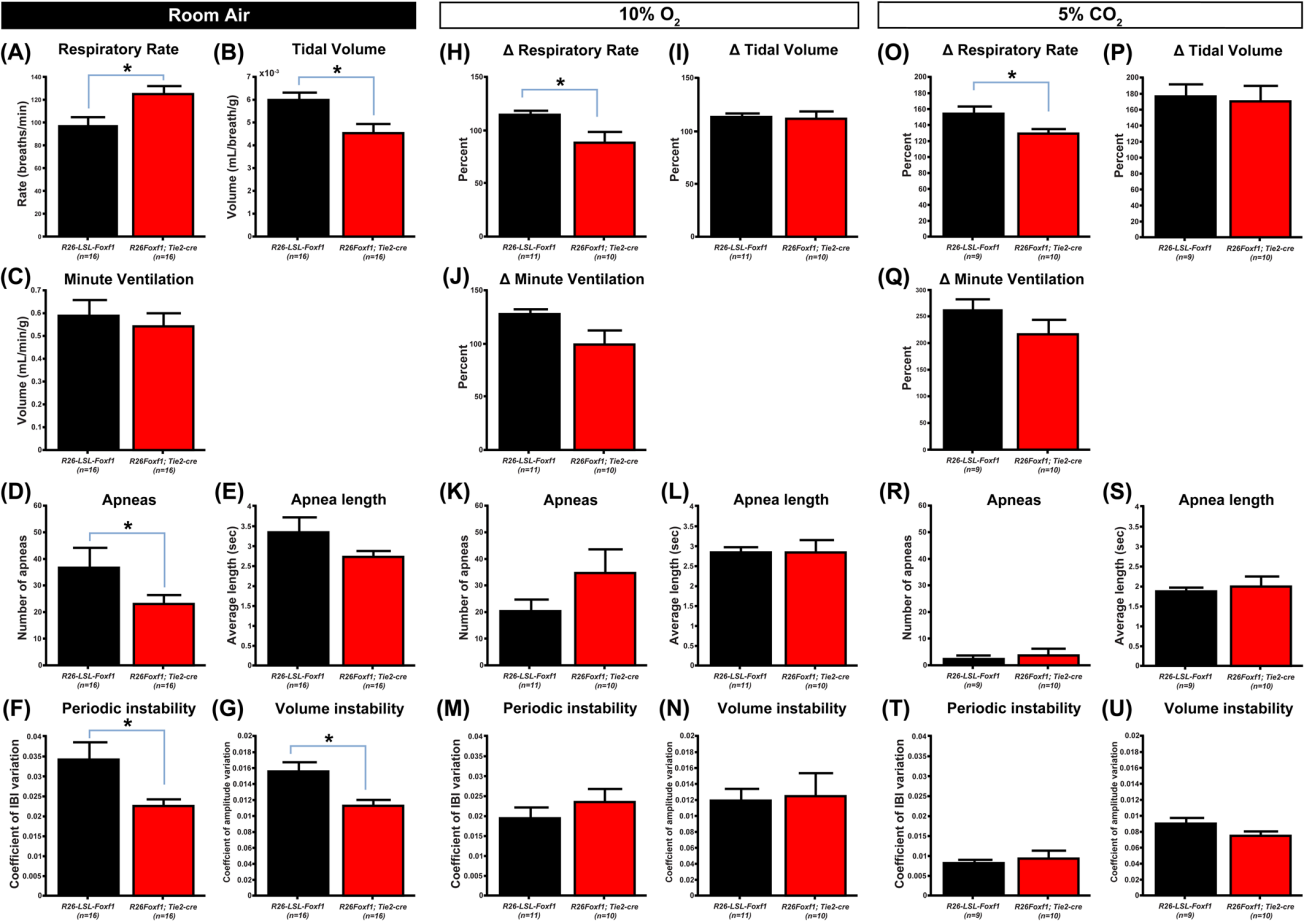
**R26*Foxf1; Tie2-*cre P0.5 neonates show respiratory deficits under room air, hypoxic and hypercapnic conditions.** (A-G) Under room-air conditions R26*Foxf1; Tie2*-cre neonates (*n*=16) show increased respiratory rate (A, *P*=0.01), reduced tidal volume (B, *P*=0.01) and similar minute ventilation levels (C) as compared to sibling controls (*n*=16). R26*Foxf1; Tie2*-cre animals show a reduced number of apneas (D, *P*=0.03) while average apnea length is similar (E). Significant reductions in instability are also seen in both interbreath interval (IBI) and tidal volume (F,G, *P*=0.006 and 0=0.0004). (H-N) Under hypoxic conditions (10% O_2_/90% N_2_) conditions, R26*Foxf1; Tie2*-cre neonates (*n*=11) show a reduced relative increase in respiratory rate compared to baseline room air respiratory rate (H, *P*=0.03), similar relative tidal volume increase (I), and a trend towards a reduced relative increase in overall minute ventilation (J, *P*=0.07) as compared to sibling controls (*n*=10). R26*Foxf1; Tie2*-cre neonates show similar numbers of apneas (K), and matched average apnea length (L) and levels of instability in both inter-breath interval (IBI) and tidal volume (M,N). (O-U) Under hypercapnia (5% CO_2_/21% O_2_/74% N_2_), R26*Foxf1; Tie2*-cre neonates (*n*=9) show a reduced relative increase in respiratory rate (O, *P*=0.04), matched increase in tidal volume (P), and a statistically insignificant reduced relative increase in minute ventilation (Q) as compared to sibling controls (*n*=10). R26*Foxf1; Tie2*-cre pups also show matched number (R) and length of apneas (S) and levels of instability in both IBI and volume (T,U). Data are shown as mean±s.e.m.

**Fig. 5.**
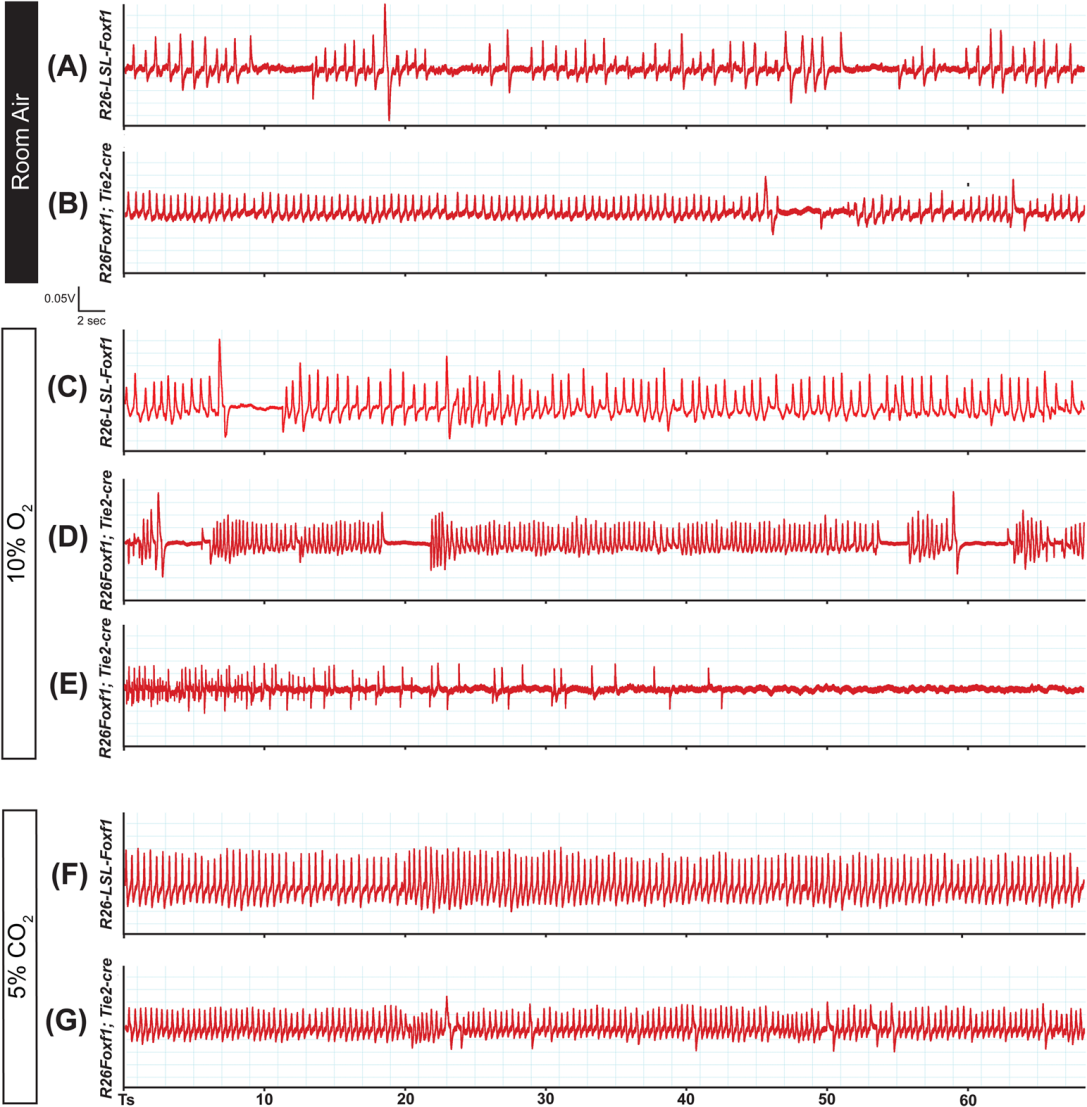
**Representative traces from R26*Foxf1; Tie2-*cre P0.5 neonates and sibling controls under room air, hypoxic, and hypercapnic conditions.** (A,B) Under room air conditions, sibling controls (A) show variability in both interbreath interval (IBI) and tidal volume with high numbers of apneas. In contrast, R26*Foxf1; Tie2-*cre neonates (B) show increased respiratory rate, reduced tidal volume, and more regular breathing with fewer apneas. (C-E) Under hypoxic conditions, apart from changes in amplitude, sibling controls (C) and R26*Foxf1; Tie2-*cre neonates (D) have similar respiratory traces, however, three out of eleven R26*Foxf1; Tie2*-cre animals ceased breathing (see E for example) and resumed once they were returned to room air conditions. (F,G) Under hypercapnic conditions, apart from differences in amplitude, R26*Foxf1; Tie2*-cre neonates and their sibling controls show similar patterning in breathing.

When challenged with hypoxia, R26*Foxf1; Tie2-*cre animals showed a significant decrease in the relative change in respiratory rate as compared to sibling controls (Fig. 4H). As overall tidal volume did not significantly change as compared to room air values (Fig. 4I), R26*Foxf1; Tie2-*cre animals showed a trend of reduced relative increase in overall minute ventilation as well as reduced absolute V_T_ and V_E_ (Fig. 4J, Fig. S9B,C). R26*Foxf1; Tie2*-cre animals also showed a trend toward an increase in apneas but it was not significant (Fig. 4K). There was no difference in IBI or volume variability (Fig. 4M,N; see Fig. 5C,D for representative traces and Fig. S8C,D for representative Poincaré plots). Interestingly, while most R26*Foxf1; Tie2*-cre animals maintained a steady breathing pattern upon hypoxic exposure, three out of the 11 animals ceased breathing (see Fig. 5E for example trace) but resumed upon re-exposure to room air.

Upon a mild 5% hypercapnic challenge, R26*Foxf1; Tie2-*cre animals showed a blunted response with a reduction in the relative increase in V_f_ as compared to sibling controls (Fig. 4O), but no difference in relative change of V_T_ (Fig. 4P) or V_E_ (Fig. 4Q), resulting in a trend of reduced absolute V_T_ and V_E_ (Fig. S9E,F). Under the increased drive mediated by hypercapnia, there were no significant differences in the number or length of apneas (Fig. 4R,S) and no significant differences were found in IBI and volume variability (Fig. 4T,U).

### E18.5 R26*Foxf1; Tie2*-cre lung gene expression analysis

Statistical analyses of transcriptomes from microarray studies showed 1242 deregulated genes in R26*Foxf1; Tie2-*cre lungs compared to lungs from littermate controls [false discovery rate (FDR) <0.05, fold-change ≥1.2 and ≤−1.2] (Fig. 6A). 

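Whole-lung RNA from 3 R26Foxf1; Tie2-cre embryos and 3 R26-LSL-Foxf1 control embryos at E18.5 was hybridized to Illumina mouse BeadChips, 1 lung per array. Tie2-cre switches on the knocked-in Foxf1 in endothelial and hematopoietic cells, and the arrays measured the RNA of all lung cells together. For each of 45281 probes the authors deposited a background-subtracted signal with a detection p, and variance-stabilized values after robust spline normalization. The signals of every lung had been scaled to the same mean, and between 19831 and 20043 probes per lung had a detection p under 0.01. For the values reported here, the signals were background-corrected and quantile normalized on the log2 scale with neqc from limma. The 20118 probes with a detection p under 0.01 on at least 3 of the 6 arrays were compared between the groups with limma. A probe was called deregulated at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.2 in either direction, and a gene with several probes was represented by the one with the highest mean. Xist, transcribed from the inactive X chromosome, had a log2 signal of 11.87 to 12.69 in 5 lungs, and the Y-linked Eif2s3y was detected (8.96) only in R26Foxf1; Tie2-cre replicate 3, in which Xist was not (4.41). The number of lungs, 3 per group, limits the precision.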

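Foxf1 itself, the transcription factor gene of the knock-in allele, had a log2 signal of 10.93, 10.77 and 10.83 in the R26Foxf1; Tie2-cre lungs and of 10.68, 10.15 and 10.77 in the control lungs. The means were 10.84 ± 0.08 (SD, n = 3) and 10.53 ± 0.33 (SD, n = 3), a 1.24-fold difference that did not pass the threshold (log2 fold change 0.31, standard error 0.17, adjusted p = 0.285 from limma). Every R26Foxf1; Tie2-cre lung was above every control lung (exact permutation test, two-sided p = 0.1, the smallest p that 3 lungs against 3 allow). The nearest pair, R26Foxf1; Tie2-cre replicate 2 and control replicate 3, was almost level (10.770 and 10.766). Without control replicate 2, the lowest of the controls, the log2 fold change was 0.12. The array reads Foxf1 with 1 probe whose place in the transcript was not examined, so it is open whether it reads the knocked-in copy. Tek, which encodes the endothelial receptor TIE2, had a log2 fold change of −0.02 (adjusted p = 0.923). Across the array, 908 probes were deregulated. They name 641 genes, and 212 of them carry no gene symbol in the annotation used. The embryonic globin gene Hbb-bh1 rose (log2 fold change 1.84, standard error 0.14, adjusted p = 0.00470) and the neuropeptide gene Gal fell by 2.27 (standard error 0.13, adjusted p = 0.00374). Each had a low signal in 1 group, where Xist when not detected read 4.41. Hbb-bh1 had 5.16 ± 0.12 (SD, n = 3) in control lungs and 7.00 ± 0.21 in R26Foxf1; Tie2-cre lungs. Gal had 7.61 ± 0.05 (SD, n = 3) in control lungs and 5.34 ± 0.22 in R26Foxf1; Tie2-cre lungs. Of the 45 genes chosen by rule that passed the threshold, Hbb-bh1 and Gal were the 2 that also passed without any 1 of the 6 lungs. In all 908 probes the groups did not overlap, as in 31.9% of all tested probes, where chance gives 10%. The count varied with the lung left out: it was 17 without control replicate 1, 1704 without control replicate 2 and 92 without control replicate 3. It was 17, 358 and 2 without R26Foxf1; Tie2-cre replicates 1, 2 and 3. These fits compare fewer lungs, so a loss of precision was not separated from a dependence on single lungs.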

519 genes (41.79%) were down-regulated and 723 genes (58.21%) were up-regulated (Table S1). 

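Besides Hbb-bh1, embryonic globin genes of the primitive red cell lineage were among the genes that rose most in R26Foxf1; Tie2-cre lungs. Hba-x reached 9.25 ± 0.22 (SD, n = 3) against 7.86 ± 0.36 (SD, n = 3) in control lungs, with a log2 fold change of 1.38 (standard error 0.20, adjusted p = 0.0293 from limma), and Hbb-y had a log2 fold change of 1.25 (adjusted p = 0.0420). The other genes among the 10 with the largest rise were Zbtb38, Supt20, Abhd1, Kcnq1ot1, Gatad2b, Ncam1 and Enah, with log2 fold changes of 1.17 to 1.34. Among the genes that fell, Krt17, which encodes a keratin of basal epithelial cells, had the largest change. Its signal was 5.65 ± 1.51 (SD, n = 3) in R26Foxf1; Tie2-cre lungs and 8.88 ± 0.70 (SD, n = 3) in control lungs (log2 fold change −3.23, adjusted p = 0.0484). The other genes among the 10 with the largest fall, beside Gal, included Ear3, a ribonuclease gene of eosinophils (−2.03, adjusted p = 0.00478), Slamf9 (−1.94, adjusted p = 0.0105), the mast cell and macrophage gene Mcemp1 (−1.52, adjusted p = 0.00470), Ms4a8a (−1.60, adjusted p = 0.0308) and Cd274, which encodes the immune checkpoint ligand PD-L1 (−1.52, adjusted p = 0.0464). Cd274 stood at 7.56 and 7.88 in control replicates 1 and 2 and at 6.48 in control replicate 3. With the mean of lymphocyte and thymus genes in each lung as a covariate, chosen after seeing the data, its log2 fold change was −0.73 (adjusted p = 0.0418 from limma). That mean was 0.98 and 1.62 in control replicates 1 and 2 and −0.68 to −0.61 in the other lungs. Control replicate 3 is thus the only control without that signal, and the adjusted difference rests mainly on this 1 control lung. Car3 and Klhl40, both expressed in muscle, had log2 fold changes of −1.69 and −1.67, and AW551984 one of −1.55.
Of the deregulated probes, 488 (53.7%) were higher and 420 (46.3%) were lower in R26Foxf1; Tie2-cre lungs. Etv1, Rtraf, Tpm4 and Tradd each had probes in both directions, named here after their values were seen. The split depended on how the arrays were scaled: 39.3% of the deregulated probes were higher after cyclic loess and 46.8% after median scaling. Of the 20 genes with the largest changes, Ear3, Slamf9 and Mcemp1 passed the threshold without any 1 lung except R26Foxf1; Tie2-cre replicate 3 (adjusted p without it 0.0584, 0.0855 and 0.0542). Apart from those and the pair that passed without any 1 lung, the genes missed it without 4 or 5 of the 6 lungs, with adjusted p values up to 0.148.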

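Myocd, which encodes a coactivator of smooth muscle genes, the apelin receptor gene Aplnr and the endothelial Notch receptor gene Notch4 rose in R26Foxf1; Tie2-cre lungs among 66 measured genes of blood vessel morphogenesis. Aplnr had a log2 fold change of 0.55 (standard error 0.11, adjusted p = 0.0431 from limma) and Notch4 one of 0.53 (standard error 0.10, adjusted p = 0.0417). By the brightest probe none of these 66 genes fell, and 3 rose when adjusted over the list alone; the dimmer probe of Rcan1 fell. Among 84 measured cell adhesion genes, the neural cell adhesion gene Ncam1 (1.18, adjusted p = 0.0294) and the integrin gene Itgav (0.65, adjusted p = 0.0313) rose and the leukocyte integrin gene Itgal fell (−1.05, adjusted p = 0.0404); 2 rose and 1 fell when adjusted over the list alone. Among 134 measured genes of protein transport, the nuclear import gene Ipo7 rose (0.83, adjusted p = 0.0431). Srp54a of the signal recognition particle (−0.97, adjusted p = 0.0420) and the secretory GTPase gene Rab1b (−0.62, adjusted p = 0.0441) fell. When adjusted over the list alone, 0 passed in limma. At an unadjusted p under 0.05, 3 of the 134 rose and 12 fell. Of all 20118 tested probes, 5011 passed at that p with the 1.2-fold limit. The methods' t-test, adjusted over all probes, called 0 here and 0 of the 20118 probes, so its 0 cannot speak to this list.
The 3 lists, written from general knowledge and not taken from the paper's gene ontology terms, were tested as groups with camera from limma, among 39 gene lists. Camera asks whether a list shifts in a common direction, and can miss a list whose members move in opposite directions. Genes of blood vessel morphogenesis had a median log2 fold change of 0.08 (adjusted p = 0.230), cell adhesion genes 0.11 (adjusted p = 0.338) and protein transport genes 0.01, with the test directed downwards (adjusted p = 0.265). All 3 had an adjusted p = 0.792 with an estimated correlation. By Fisher's exact test, chosen after seeing the data, 3 genes of blood vessel morphogenesis were higher by their brightest probe where 1.02 were expected (one-sided p = 0.0818), and 5 where any probe counted (1.91 expected, p = 0.0416). By the same exact test, the counts for cell adhesion were 2 (p = 0.373) and 6 where any probe counted (p = 0.0344), and for protein transport 1 (p = 0.877) and 3 (p = 0.748). Over both directions together, 6 genes of blood vessel morphogenesis (p = 0.181), 8 of cell adhesion (p = 0.112) and 9 of protein transport (p = 0.372) were deregulated by any probe in the exact test, and by the brightest probe it gave p = 0.314, 0.459 and 0.767. None of these exact p values was adjusted for their number. Without control replicate 1 or 3, or R26Foxf1; Tie2-cre replicate 1 or 3, Myocd, Aplnr, Notch4, Ncam1, Itgav, Itgal, Ipo7, Srp54a and Rab1b all missed the threshold, with adjusted p values up to 0.145. Without R26Foxf1; Tie2-cre replicate 2, so did Myocd, Aplnr, Notch4, Ipo7, Srp54a and Rab1b.

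**Figure D1:**
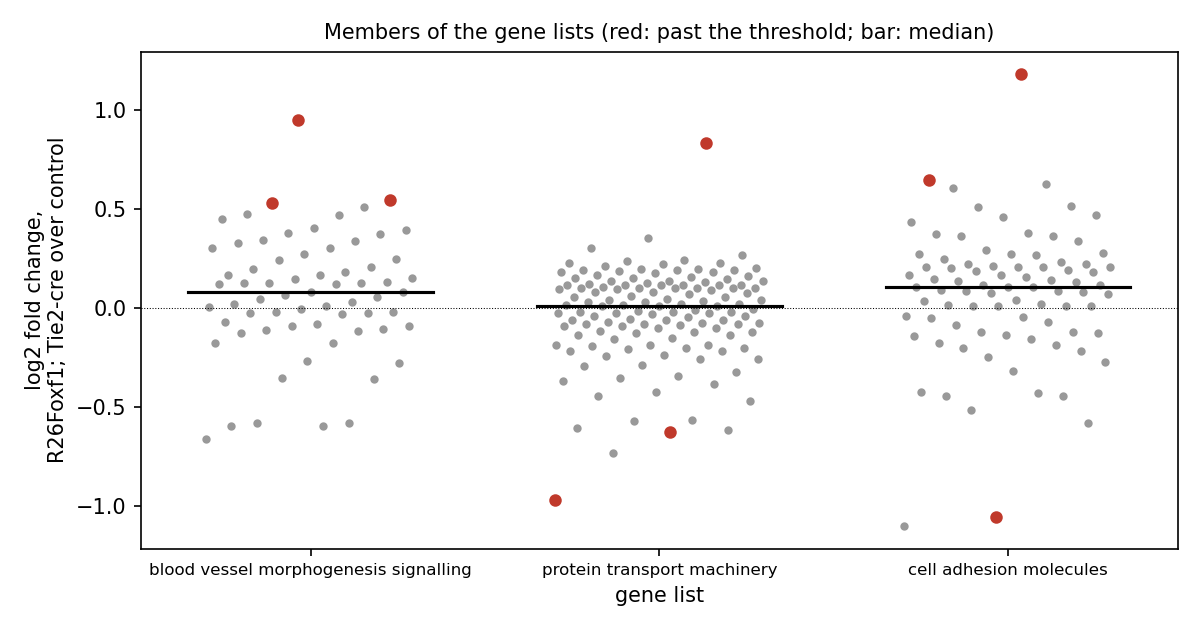
Log2 fold change (R26Foxf1; Tie2-cre over control, n = 3 lungs each) of the brightest probe of each gene in the lists for blood vessel morphogenesis, protein transport and cell adhesion. Each point is a gene, red points passed the threshold, and the bars mark the medians of 0.08, 0.01 and 0.11.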

Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang et al., 2009) analyses identified gene ontology (GO) terms related to protein transport, protein localization, cell adhesion, and blood vessel morphogenesis to be associated with the deregulated genes (Fig. 6B). 

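Pparg, which encodes a nuclear receptor of lipid metabolism, fell in R26Foxf1; Tie2-cre lungs. Its signal was 7.75 ± 0.36 (SD, n = 3) against 8.80 ± 0.13 (SD, n = 3) in control lungs (log2 fold change −1.05, standard error 0.18, adjusted p = 0.0386 from limma). Igfbp3, which encodes a binding protein for insulin-like growth factors, had lower means by both of its probes. The brighter probe gave 7.88 ± 0.75 (SD, n = 3) and 8.50 ± 0.22 (SD, n = 3), a log2 fold change of −0.62 (adjusted p = 0.283), and the other 7.24 ± 0.89 (SD, n = 3) and 8.80 ± 0.43 (SD, n = 3), a log2 fold change of −1.56 (adjusted p = 0.0748). R26Foxf1; Tie2-cre replicate 2 stood at 8.74 on the brighter probe, above the other two at 7.48 and 7.41, and without it Igfbp3 passed the threshold (−1.06, adjusted p = 0.0397). Rcan1, which encodes a regulator of calcineurin, was read differently by its probes. The brighter probe had 11.51 ± 0.06 (SD, n = 3) in R26Foxf1; Tie2-cre lungs and 11.31 ± 0.11 (SD, n = 3) in control lungs (0.20, adjusted p = 0.257), and the dimmer one fell, with 7.97 ± 0.23 (SD, n = 3) and 9.01 ± 0.26 (SD, n = 3) (−1.05, adjusted p = 0.0357). Both Pparg and the dimmer Rcan1 probe missed the threshold without control replicate 1 or 3 or R26Foxf1; Tie2-cre replicate 1 or 3; the adjusted p of Pparg was then 0.129, 0.0974, 0.0886 and 0.117.

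**Figure D2:**
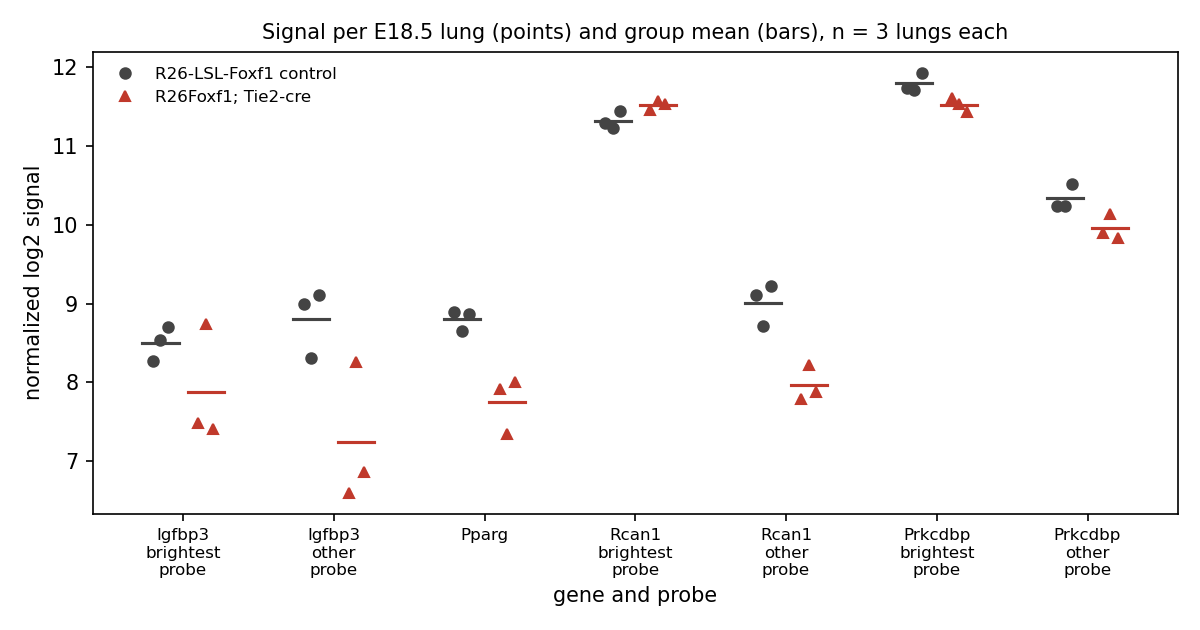
Normalized log2 signal of the probes of Igfbp3, Pparg, Rcan1 and Prkcdbp in each lung, with bars at the mean of each group (n = 3). The Pparg probe and the dimmer Rcan1 probe are lower in all R26Foxf1; Tie2-cre lungs, with log2 fold changes of −1.05 each, and the brighter Rcan1 probe is not (0.20). The dimmer Igfbp3 probe and both Prkcdbp probes are also lower in all of these lungs but did not pass the threshold.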

The microarray data was verified for the genes *Igfbp3*, *Pparg*, and *Rcan1* using qRT-PCR (Fig. S10). Using a threshold of 1.2-fold-change, comparison of the R26*Foxf1*;*Tie2*-cre microarray dataset with our previously published *Foxf1* knock-out P0.5 lung dataset (Sen et al., 2014) revealed 215 genes to be commonly deregulated in both datasets (*P*-value for overlap: 6.5×10^−13^; Fig. 6C). Blood circulation, blood vessel development, and lung development were biological processes of interest found to be associated with the commonly deregulated genes in both the datasets (Fig. 6D). 

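Of the 10 genes listed in Fig. 6D, 8 had a detected probe, and by the brightest probe the means of all 8 were higher in R26Foxf1; Tie2-cre lungs; dimmer probes of Fgfr2 (−0.32 and −0.70), Nr2f2 (−0.38), Ednrb (−0.26) and Robo4 (−0.03) had lower means and did not pass. The chloride channel gene Cftr rose, with 9.51 ± 0.10 (SD, n = 3) against 9.03 ± 0.09 (SD, n = 3) in control lungs (log2 fold change 0.48, standard error 0.10, adjusted p = 0.0493 from limma). Myocd rose by both of its probes (0.95, adjusted p = 0.0338, and 1.03, adjusted p = 0.0309). Mef2c, which encodes a transcription factor of muscle and endothelium, rose by 1 of its 4 probes (0.75, adjusted p = 0.0441), and its brightest probe had a log2 fold change of 0.51 (adjusted p = 0.0615). Nos3, the endothelial nitric oxide synthase gene, had a log2 fold change of 0.34 (adjusted p = 0.115), and Nr2f2, which encodes a transcription factor of veins, one of 0.40 (adjusted p = 0.0815); neither passed. The other 3 genes, Ednrb, Fgfr2 and Robo4, did not pass either. In all 8 genes the groups did not overlap on the brightest probe, where chance gives 10% and 31.9% of all tested probes did not, and when adjusted over the list alone 6 of the 8 passed; neither count is independent evidence, because the study chose the genes on these lungs. With limma on the deposited values 5 of the 8 had a probe past the threshold, and with no filter on dim probes 0 did. With the filter, an unadjusted p under 0.05 and the 1.2-fold limit it was 7, Fgfr2 only by a dimmer probe that was lower (−0.70). By the brightest probe 6 passed in that setting. The brightest probes of Fgfr2 and Robo4 had unadjusted p values of 0.0251 and 0.0386 in limma, but folds of 1.196 and 1.189. The fold limit alone kept both out, there and when adjusted over the list alone. The methods' t-test gave 0, as it did for all 20118 tested probes, so its 0 cannot speak to these genes. Cttnbp2 was not detected by either of its probes on any array, and Adora1 was not found in the array's annotation. Cftr missed the threshold without any 1 of the 6 lungs (adjusted p = 0.0695 to 0.134) and after cyclic loess (adjusted p = 0.0527). Myocd and Mef2c had no probe past it without control replicate 1 or 3 or R26Foxf1; Tie2-cre replicate 1 or 3, where the adjusted p of the brightest probe was 0.0722 to 0.128 for Myocd and 0.117 to 0.166 for Mef2c.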

165 out of 215 genes exhibited reciprocal gene expression trends, indicating that they could be direct targets of FOXF1 (*P*-value for reciprocal gene trends: 7.6×10^−16^; Fig. 6E; Table S3).

**Fig. 6.**
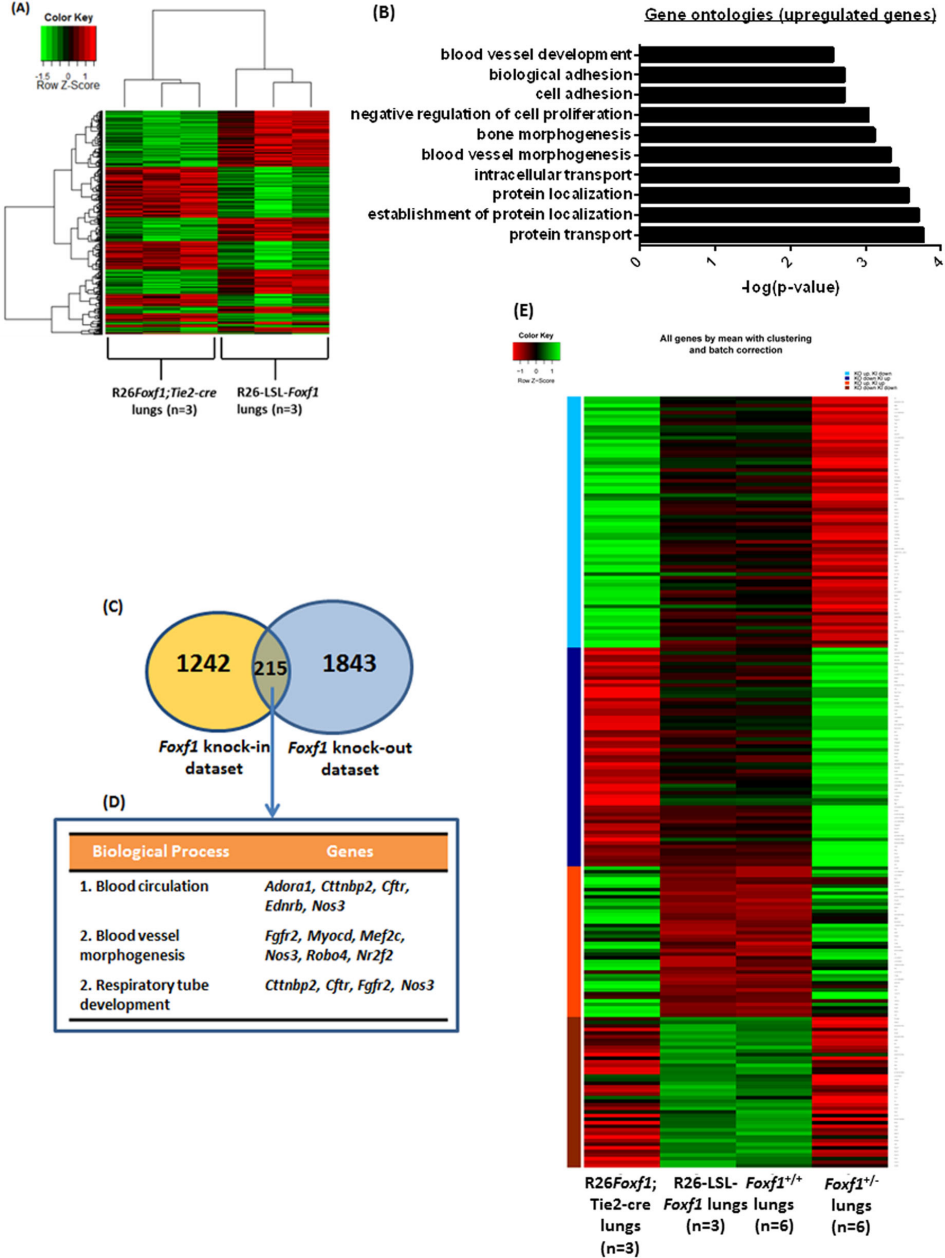
**E18.5 R26*Foxf1; Tie2-*cre lung microarray analysis: heat map, clustering, GO and pathway analyses.** (A) Heat map for genes differentially expressed (FDR <0.05, fold change ≥1.2 or ≤−1.2) between R26*Foxf1; Tie2-*cre lungs (*n*=3) and littermate control lungs (*n*=3). Decreased gene expression is shown in green and increased gene expression is shown in red. R26*Foxf1; Tie2-*cre lung samples and control lung samples cluster as two separate groups. (B) Top significant gene ontology (biological processes) terms associated with deregulated genes. Biological processes with the highest –log (*P*-values) are associated with highest enrichment. (C) Comparison of *Foxf1* knock-in and knock-out lung microarray datasets identified 215 overlapping deregulated genes. (D) List of commonly deregulated genes associated with biological processes of interest including blood circulation, blood vessel development, and lung development. (E) Heat map showing gene expression trends between the commonly regulated genes in the two datasets. The light blue bar represents genes upregulated in the *Foxf1* knock-out dataset and downregulated in the *Foxf1* knock-in dataset; dark blue bar represents genes down regulated in the knock-out dataset and upregulated in the knock-in dataset; orange bar represents genes upregulated in both datasets, and the red bar represents genes downregulated in both the datasets.

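By all 20118 tested probes, centred on each probe's mean, average-linkage clustering placed the 3 control lungs in 1 of its 2 top clusters and the 3 R26Foxf1; Tie2-cre lungs in the other. The mean Pearson correlation across probes was 0.160 between lungs of the same group and −0.438 between lungs of different groups, and probes are not independent replicates. Among control lungs, replicates 1 and 3 had the highest correlation (0.359) and replicates 2 and 3 the lowest (−0.0371). Among R26Foxf1; Tie2-cre lungs, replicates 1 and 3 had the highest (0.282) and replicates 1 and 2 the lowest (−0.0462). Every correlation between the groups was lower, from −0.622 to −0.250. The difference of 0.598 between the within-group and between-group means was the largest of the 10 ways to divide the 6 lungs into 2 groups of 3 (exact permutation test, one-sided p = 0.1, the smallest the design allows). The first principal component, which separates the groups, held 46.2% of the variance and the second 18.3%.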

### E18.5 FOXF1 ChIP-seq analysis reveals targets involved in vasculature development

Using a threshold of 5×10^−7^ for irreproducible discovery rate (IDR), ChIP-seq analysis identified 697 significant peaks for FOXF1 binding sites in E18.5 wild-type lungs. 1033 genes were found to be associated with these peaks (Table S4). Distribution of the peaks with respect to transcription start sites (TSS) is shown in Fig. 7A, with most peaks located 50 to 500 kb upstream or downstream to the TSS. Representative peaks in both biological replicates compared to the input control near the gene *Cdh5* are shown in Fig. 7B. Functional analysis using the Genomic Regions Enrichment of Annotations Tool (GREAT) (McLean et al., 2010) revealed enrichment of biological processes related to vasculature development, heart development, and embryonic development (Fig. 7C). Similar analysis for abnormal mouse phenotypes showed enrichment of phenotypes such as abnormal vascular, cardiovascular and embryonic development (Fig. 7D). Overlaying the FOXF1 ChIP-seq data with the R26*Foxf1*;*Tie2*-cre and *Foxf1*^+/*−*^ lung microarray datasets identified 11 common genes: *Arhgap18*, *Sox11*, *Zswim6*, *Tnfrsf19*, *Ednrb*, *Ghr*, *2510009E07Rik*, *Ostf1*, *Smarca2*, *Slit2* and *Nup210* (Fig. 7E). This layered and multi-step analysis further narrows down the list of potential direct targets of FOXF1 in the developing lung.

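Sox11, a transcription factor gene of embryonic tissues, and Slit2, which encodes a guidance ligand of ROBO receptors, rose in R26Foxf1; Tie2-cre lungs by some of their probes. The dimmer Sox11 probe had a log2 fold change of 0.68 (standard error 0.11, adjusted p = 0.0357 from limma) and the brighter one 0.07 (adjusted p = 0.682). Of 6 Slit2 probes, 2 passed the threshold (0.70, adjusted p = 0.0441, and 0.75, adjusted p = 0.0449), and the brightest did not (0.21, adjusted p = 0.201). By the brightest probe, 10 of the 11 genes had a higher mean in R26Foxf1; Tie2-cre lungs and 0 passed the threshold with limma. At an unadjusted p under 0.05 with the 1.2-fold limit 8 of the 11 passed, as did 5011 of all 20118 tested probes. The methods' t-test gave 0, as it did for all 20118 probes, so its 0 cannot speak to these genes. Nup210, a nuclear pore gene, came nearest, at 11.04 ± 0.16 (SD, n = 3) against 10.38 ± 0.27 (SD, n = 3) (log2 fold change 0.66, standard error 0.16, adjusted p = 0.0572). The log2 fold changes of Smarca2, Tnfrsf19, 2510009E07Rik, Ednrb, Arhgap18, Zswim6 and Ghr were 0.37, 0.36, 0.36, 0.30, 0.29, 0.28 and 0.24 by the brightest probe. Dimmer probes had lower means for Slit2 (1 probe, −0.40), Zswim6 (−0.33, unadjusted p = 0.0406 and adjusted p = 0.170 from limma, and −0.28), Ednrb (−0.26), Ghr (−0.20), Smarca2 (−0.02) and 2510009E07Rik (−0.02). Ostf1, an osteoclast-stimulating factor gene, was the 1 gene with a lower mean (−0.30, adjusted p = 0.102). In 8 genes every R26Foxf1; Tie2-cre lung was above every control lung and in Ostf1 every one was below, where chance leaves the groups apart in 10% and 31.9% of all tested probes were so. Adjusted over the list alone 8 passed. Since the study chose the genes on these lungs, neither count is independent evidence. With limma on the deposited values 7 of the 11 genes had a probe past the threshold, and with no filter on dim probes 0 had. Without control replicate 1 or 3 or any 1 of the R26Foxf1; Tie2-cre lungs, 0 of the 11 genes had a probe past the threshold in limma, and without control replicate 2 it was 3. From genes deregulated in both array datasets and near FOXF1 binding sites, the paper reasons that the overlay narrows the list of potential direct targets of FOXF1.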

**Fig. 7.**
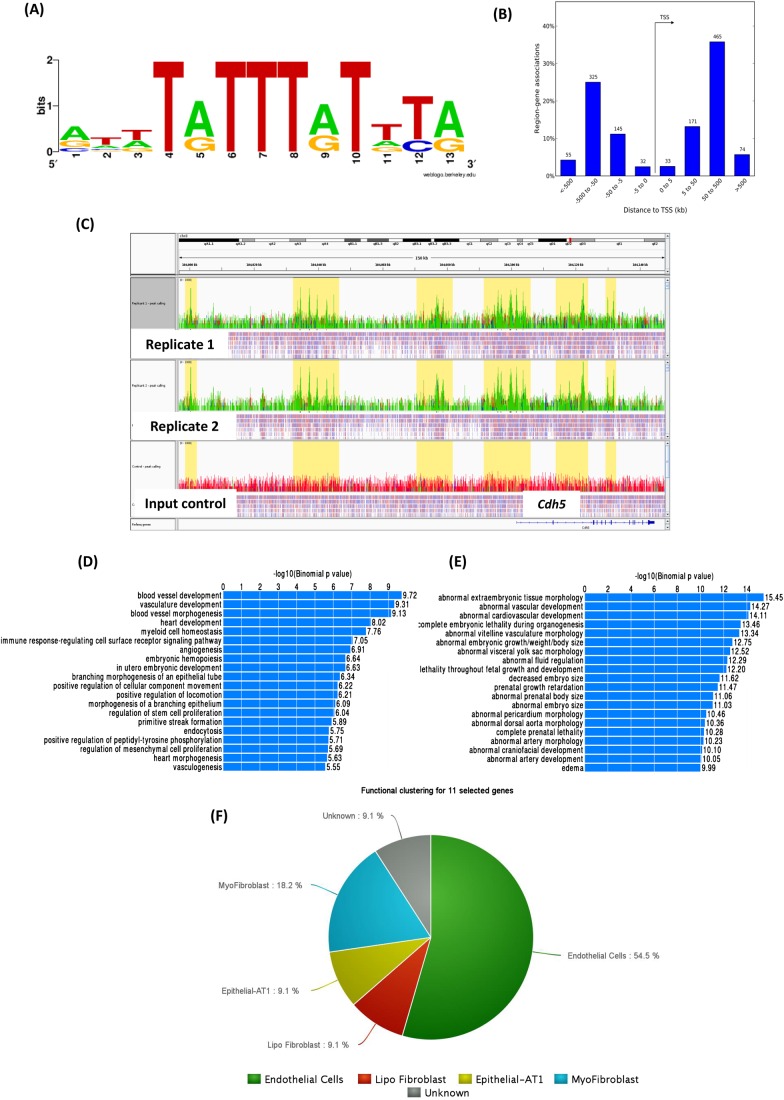
**E18.5 lung ChIP-seq analysis.** (A) Consensus FOXF1 binding motif identified from analysis of DNA sequences underlying ChIP-seq peaks. (B) Distribution of FOXF1 binding sites with respect to TSS, and percentage of region-gene associations. (C) Representative peaks for binding sites at the gene *Cdh5* in two biological replicates compared to input control. (D) Top biological processes enriched for genes associated with FOXF1 binding sites. (E) Top mouse phenotypes enriched for genes associated with FOXF1 binding sites. (F) Pie-chart showing functional classification from LungGENS common to FOXF1 ChIP-seq, *Foxf1* knock-in and *Foxf1* knock-out datasets.

## DISCUSSION

In contrast to *Foxf1* haploinsufficiency, the phenotypic effects of the increased dosage of *Foxf1* during murine embryonic development are largely unknown. Previous studies include *Foxf1*-enforced expression *in vitro*, shown to repress hematopoiesis (Fleury et al., 2015), and overexpression of *Foxf1* in murine skin under the control of the basal cell-specific promotor Keratin 5 (*Krt5*), resulting in severe hair loss, increase in size and number of sebaceous glands, and growth failure of these animals ([Bibr BIO019208C54][Bibr BIO019208C55]). The R26-LSL-*Foxf1* line described here is a novel mouse model to overexpress *Foxf1* in a time- and tissue-specific manner.

*Tie2*-cre-mediated overexpression of *Foxf1* beginning at E7.5 in endothelial and hematopoietic lineages resulted in a combination of pulmonary, vascular, lymphatic and platelet defects. At E15.5, 35% of the heterozygous R26*Foxf1*; *Tie2*-cre embryos showed localized subcutaneous hemorrhages and edema, indicating a vascular fragility defect. Moreover, whole-body overexpression of *Foxf1* using *CMV*-cre also led to embryonic lethality, with R26*Foxf1*; *CMV*-cre embryos exhibiting hemorrhages. We elected to specifically focus on the effects of *Foxf1* overexpression in the lungs because of the pulmonary phenotypes seen in patients with ACDMPV. The majority of R26*Foxf1*; *Tie2*-cre pups died within 24 h of birth, due to respiratory failure.

The lungs of the heterozygous R26*Foxf1*; *Tie2*-cre pups were smaller compared to those of their littermate controls. qRT-PCR showed a 1.7-fold overexpression of *Foxf1* in E18.5 R26*Foxf1*; *Tie2*-cre lungs and an increase in the amount of the FOXF1 protein was also observed by IHC in E18.5 lungs. The lungs were found to be immature by histopathological evaluation and were associated with decreased expression of the vascular marker FLK1, but not the epithelial marker proSPC. In mice, a wet LW:BW ratio less than 4% defines pulmonary hypoplasia (Seegmiller et al., 1986), indicating that the R26*Foxf1*; *Tie2*-cre lungs with a wet LW:BW ratio of approximately 3% are hypoplastic. In support of this notion, micro-CT imaging showed that the E18.5 average lung volume and lung surface to body weight ratios of R26*Foxf1*; *Tie2*-cre embryos were approximately half and one-third smaller, respectively, compared to control lungs.

Examination of respiratory function revealed multiple deficits under baseline (room air), hypoxic and hypercapnic conditions. Under baseline conditions, P0.5 R26*Foxf1*; *Tie2-*cre mice had a reduced V_T_, likely due in part to the reduced volume of the hypoplastic lungs. However, an increase in V_f_ was compensatory and resulted in equivalent minute ventilation V_E_. The increase in respiratory drive is also the most probable reason behind the reduced number of apneas and reduced periodic and volume instability in comparison to the typical irregular breathing pattern of sibling controls (Hilaire and Duron, 1999), with no additional change to apnea length. Despite the equivalent ventilatory output, R26*Foxf1*; *Tie2*-cre pups still exhibit lethality, suggesting that changes in respiratory rate are insufficient to overcome the observed pulmonary and vascular defects, an observation supported by our hypoxic studies. Whereas the *Tie2-*cre is expressed in the neurovasculature, central- or peripheral-neural- or glia-specific expression has not been reported or observed in our hands. We hypothesize that increasing pulmonary-vascular dysfunction results in failure of adaptive regulation through greater levels of oxygen desaturation that ultimately leads to cardiopulmonary failure.

Microarray analyses of the E18.5 R26*Foxf1*; *Tie2*-cre lung transcriptome showed enrichment of genes related to protein transport, protein localization, blood vessel development, and cell adhesion. 

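Prkcdbp, now named Cavin3, encodes a coat protein of caveolae and had a lower mean in R26Foxf1; Tie2-cre lungs by both of its probes, without passing the threshold. The brighter probe gave 11.52 ± 0.09 (SD, n = 3) against 11.79 ± 0.12 (SD, n = 3) in control lungs (log2 fold change −0.27, standard error 0.11, adjusted p = 0.161 from limma). The dimmer probe gave 9.95 ± 0.16 (SD, n = 3) against 10.33 ± 0.16 (SD, n = 3) (−0.38, standard error 0.13, adjusted p = 0.119). The groups did not overlap on either probe (exact permutation test, two-sided p = 0.1 each, the smallest the design allows). Of Igfbp3, Pparg, Rcan1 and Prkcdbp, 2 had a probe that passed, Pparg and Rcan1, and by the brightest probe 1 did, Pparg.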

Some of the downregulated genes included *Igfbp3*, *Pparg*, *Rcan1* and *Prkcdbp*. *IGFBP3* and *PRKCDBP* are also inversely upregulated in ACDMPV lungs (Sen et al., 2014), suggesting that these genes might be relevant to the role of *FOXF1* in the pathology of ACDMPV. Downregulation of *Igfbp3* is associated with nitrofen-induced pulmonary hypoplasia (Ruttenstock et al., 2010). Interestingly, *Pparg* agonists enhance lung maturation and attenuate hypoxia-induced inhibition of lung development (Wang et al., 2009; Nicola et al., 2011), whereas *Rcan1* is implicated to play a role in angiogenesis as a regulator of calcineurin (Riper et al., 2008), and is activated by *Vegf* (Holmes et al., 2010). 

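Egfl7, Fgfr2 and Robo4 had higher mean signals in R26Foxf1; Tie2-cre lungs by their brightest probes, and none of them passed the threshold with limma on the signals as normalized here. On the deposited values, limma called Egfl7 (log2 fold change 0.37, adjusted p = 0.0308) and Fgfr2 (0.28, adjusted p = 0.0484) higher. Egfl7, which encodes a protein secreted by endothelial cells, had 14.20 ± 0.03 (SD, n = 3) against 13.86 ± 0.07 (SD, n = 3) in control lungs (log2 fold change 0.34, standard error 0.09, adjusted p = 0.0756). Its other probes had log2 fold changes of 0.17 (adjusted p = 0.290) and −0.44 (adjusted p = 0.265). Fgfr2, the fibroblast growth factor receptor gene of lung epithelium, had 13.59 ± 0.06 (SD, n = 3) against 13.33 ± 0.04 (SD, n = 3) (0.26, standard error 0.09, adjusted p = 0.133), and its dimmer probes ran the other way (−0.32, adjusted p = 0.231, and −0.70, adjusted p = 0.131). Robo4, which encodes an endothelial Roundabout receptor, had 12.34 ± 0.09 (SD, n = 3) against 12.09 ± 0.07 (SD, n = 3) (0.25, standard error 0.10, adjusted p = 0.166), and −0.03 on its dimmer probe (adjusted p = 0.950). On the brightest probe of each gene the groups did not overlap (exact permutation test, two-sided p = 0.1 each, the smallest the design allows). The unadjusted p values of these probes in limma were 0.00684 for Egfl7, 0.0251 for Fgfr2 and 0.0386 for Robo4. The folds of Fgfr2 (1.196) and Robo4 (1.189) were under the 1.2-fold limit. After adjustment the methods' t-test called 0 of all 20118 tested probes, so its 0 for these 3 genes cannot speak to them singly.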

Some of the upregulated genes included *Fgfr2*, *Egfl7* and *Robo4*. *Fgfr2* upregulation has been described to be associated with nitrofen-induced pulmonary hypoplasia (Friedmacher et al., 2012). *Egfl7* overexpression in mice has been reported to cause embryonic lethality due to impaired angiogenesis (Nichol et al., 2010), whereas *Robo4* is a vascular specific receptor known to inhibit endothelial migration (Park et al., 2003). Furthermore, comparison of the genes deregulated in the R26*Foxf1*; *Tie2*-cre lung dataset with the genes differentially expressed in the dataset associated with the heterozygous loss of *Foxf1* in P0.5 lungs (Sen et al., 2014) showed involvement of genes associated with a variety of biological processes, including blood circulation, vasculature development and lung development. Of note, 165 genes showed reciprocal trends in gene expression, when compared between the two datasets. These genes are potential targets of FOXF1 in the lung, as their expression changes reciprocally with the loss or gain of *Foxf1*.

ChIP-seq analysis in E18.5 wild-type lungs identified binding of FOXF1 in the proximity of genes involved in biological processes such as blood vessel, cardiovascular and embryonic development. Among the genes associated with multiple FOXF1 binding sites, *Nrp1* signaling has previously been shown to be essential for fetal pulmonary development (Joza et al., 2013). Interestingly, mice homozygous for a knock-out allele of *Sdpr* (*Cav2*) exhibit abnormal caveolae formation in the lung endothelium affecting endothelial cell function (Hansen et al., 2013). Similarly *Cdh5* and *Itgb1* are genes involved in endothelial cell development. Recently, it was shown that *Itgb1* controls *Cdh5* localization and blood vessel stability (Yamamoto et al., 2015). Another forkhead gene, *Foxa2*, has been described to be required for the transition to breathing at birth (Wan et al., 2004). When the FOXF1 ChIP-seq data were compared to the *Foxf1* knock-in and knock-out microarray datasets, 11 genes were found to have binding sites for FOXF1 and were reciprocally deregulated in the microarray datasets. These included the genes *Arhgap18*, *Sox11*, *Zswim6*, *Tnfrsf19*, *Ednrb*, *Ghr*, *2510009E07Rik*, *Ostf1*, *Smarca2*, *Slit2* and *Nup210*. Interestingly, *Sox11*^−/−^ mice exhibit lung hypoplasia and die at birth (Sock et al., 2004). *Ghr* signaling is involved in early lung growth, oxidative protection, and lipid metabolism in the developing lung (Beyea et al., 2006). These genes could potentially be direct targets of FOXF1 in the embryonic and early postnatal lung.

In conclusion, the R26*-*LSL-*Foxf1* mice develop lung and vascular defects when crossed to the *Tie2*-cre line that activates recombination in endothelial and hematopoietic lineages. The defects manifest as clear functional deficiencies in neonate respiratory function. Our study shows that *Foxf1* is highly dosage sensitive, with both loss- and gain-of-function of *Foxf1* having implications in development and disease conditions. Additionally, the dosage sensitivity of *Foxf1* suggests that conventional gene therapy approaches to treat ACDMPV and other *FOXF1* related disorders may not be successful. Instead, alternative approaches that manipulate targets downstream of FOXF1 would need to be investigated.

## MATERIALS AND METHODS

### Animal care

All mouse experiments were carried out under the approval of the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine (BCM). Mice were housed in the Transgenic Mouse Facility (barrier level 3) under the care of the Center for Comparative Medicine (CCM), which is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC).

### Generation of the ROSA26 targeting construct

The ROSA26 *locus* is ubiquitously expressed; disruption of the endogenous transcript has no apparent phenotype (Zambrowicz et al., 1997) and is widely used as a reporter locus to determine expression from tissue-specific cre drivers (Srinivas et al., 2001) and to model targeted overexpression of oncogenes (Carofino et al., 2013).

*Foxf1* cDNA was amplified using Platinum Pfx polymerase (Thermo Fisher Scientific, Waltham, MA, USA) and the following primers: forward 5′-ACTAATTTAAAACCATGGACCCC-3′ and reverse 5′-ATTAGGTCGACTCACATCACACAC-3′. The resulting product was digested with *Dra*I and *Sal*I and ligated into the pENTR1A dual selection vector (Thermo Fisher Scientific, Waltham, MA, USA). Gateway recombination using LR Clonase II mix (Thermo Fisher Scientific, Waltham, MA, USA) was used to transfer the *Foxf1* fragment from the pENTR1A vector to pROSA26-DEST (Addgene plasmid 21189). Plasmid DNA was linearized with *BbvC*I.

### Chimeric mouse generation and breeding

Targeting vector DNA was electroporated into the C57BL/6N embryonic stem cell (ESC) line JM8A3 (Pettitt et al., 2009) by the Mouse Embryonic Stem Cell Core at BCM. Correctly targeted clones were microinjected into C57BL/6-*Tyr^c-Brd^* (albino) blastocysts and transplanted into pseudopregnant foster mothers by the Genetically Engineered Mouse (GEM) Core at BCM. Chimeric male offspring were crossed to C57BL/6-*Tyr^c-Brd^* females to test for germline transmission of the targeted ROSA26 allele, referred to here as R26-LSL-*Foxf1*. R26-LSL-*Foxf1* animals were crossed to the B6.Cg-Tg(*Tek*-cre)1Ywa/J (*Tie2*-cre) line (Kisanuki et al., 2001), obtained from the laboratory of Dr. Daryl Scott (BCM) and the B6.C-Tg(*CMV*-cre)1Cgn/J line (Schwenk et al., 1995). The *Tie2*-cre line is expressed in endothelial and hematopoietic cell lineages beginning at E7.5 and the X-linked *CMV*-cre line is likely activated before implantation during early embryogenesis and is expressed in all tissues, including germ cells.

### Southern blotting

Southern blotting was performed using P^32^ labeled probes as previously described (Justice et al., 1994). Probes on both the 5′ and 3′ side of the insert were utilized to test the accuracy of ROSA26 targeting. Probes were amplified from mouse genomic DNA via PCR with AmpliTaq Gold 360 (Thermo Fisher Scientific, Waltham, MA, USA) using primers 5′-CGCCTAAAGAAGAGGCTGTG-3′ / 5′-ACTCAACTTGCACGAACACG-3′ (5′ probe) and 5′-ACAGAGCATTGGCATTTTCC -3′ / 5′-AGCCAGTCCAAGAGAAAGCA -3′ (3′ probe). Genomic DNA from ESC clones was digested with *Eco*RV (WT fragment 11.5 kb, targeted fragment 4 kb) for the 5′ blot and *Pvu*II (WT fragment 5.9 kb, targeted fragment 2.2 kb) for the 3′ blot.

### Genotyping PCR

Genomic DNA was prepared from tail biopsies for genotyping. Animals were genotyped using primers specific for the Cre transgene: 5′-GCCAGCTAAACATGCTTCATC-3′/5′-ATTGCCCCTGTTTCACTATCC-3′, full-length R26-LSL-*Foxf1* 5′-TTCCCTCGTGATCTGCAACT-3′/5′-GCCAGAGGCCACTTGTGTAG-3′, Cre-deleted R26*Foxf1:* full-length R26PR-F/5′-AGGTAGTTCGCCTTGTCCTG-3′-R, and the WT ROSA26 locus: full-length R26PR-F/5′-CCGACAAAACCGAAAATCTG-3′-R. PCR was performed using *Taq* DNA Polymerase (Thermo Fisher Scientific, Waltham, MA, USA).

### Endothelial cell flow sorting

E18.5 lungs (R26*Foxf1*; *Tie2*-cre and control +; *Tie2*-cre) were dissected in 3 cm dishes and minced finely with forceps and scissors. Then 2 ml of the digestion medium (HBSS supplemented with 0.05% Trypsin, 0.1% Collagenase and 25 µM HEPES) was added to the dish and the tissue was incubated for 1 h at 37°C. The reaction was stopped by addition of cold MEM supplemented with 10% FBS. The tissue was then disaggregated by pressing through a 40 µm nylon mesh. Cells were centrifuged at 290 ***g*** (1200 rpm) for 10 min and the pellet was re-suspended in 250 µl PBS supplemented with 1 mM EDTA, 25 mM HEPES, and 1% FBS to ∼10^6^ cells/ml. Endothelial cells were stained with anti-CD31 (FITC conjugated) antibodies (Abcam, Cambridge, MA, USA) at a 1:50 dilution for 1 h at 4°C in the dark. Washing was done three times in the same buffer that was used for staining. Sorting of CD31-positive cells was done on FACSAriaII cell sorter (BD Biosciences, San Jose, CA, USA) using a 70 µm nozzle. Cells were collected directly into QIAzol and processed for RNA isolation using miRNeasy Mini Kit (Qiagen, Hilden, Germany).

### Immunohistochemistry

Formalin fixed E18.5 lungs were paraffin embedded and sectioned according to standard procedures. Paraffin sections were stained using antibodies specific to FOXF1 (Malin et al., 2007), FLK1 (Santa Cruz Biotechnology, Dallas, TX, USA), proSPC (Ustiyan et al., 2012) and α-SMA (Abcam) as described (Ustiyan et al., 2009; Wang et al., 2010).

### Hematology measurements

For hematology measurements trunk blood was obtained from P1.5 pups by decapitation. CBCs were performed by the Comparative Pathology Laboratory at BCM on an Advia 120 automated hematology system (Siemens) on samples pooled from 2-3 pups.

### Micro-CT imaging

E15.5 and E18.5 embryos were imaged by micro-CT at the Optical Imaging and Vital microscopy (OIVM) core at BCM. Embryos were prepared by a method called STABILITY as described previously (Wong et al., 2013). In short, embryos were fixed in 4% PFA; hydrogel stabilized using acrylamide and stained with 0.1N iodine. 3D datasets for each embryo were acquired using SKYSCAN 1272 micro-CT scanner (Bruker). Images were obtained using a 0.5 mm aluminum filter with a rotation step of 0.2 at a resolution of 11 μm. The acquired datasets were reconstructed using the NRecon software (Bruker) and visualized using the CTVox software (Bruker).

### Lung volume quantification

Individual lung images were extracted using the region of interest (ROI) function of the CTAn software (Bruker) from reconstructed NRecon datasets to create volume of interest (VOI) datasets for each embryo. The VOI lung datasets were visualized using the Imaris software (BitPlane) and lung volumes calculated using the surface rendering function in Imaris.

### Neonatal head-out pneumotachography

P0.5 respiration was measured in a custom built head-out mask-pneumotachograph system as described previously (Cummings and Frappell, 2009), that was engineered and machined for a minimum of dead space to increase sensitivity. Additional facemask ports were engineered for gas flow-through and calibration. For calibration and experiments, room air or mixed gasses were drawn through the mask-pneumotachograph by a vacuum pump attached to the gas flow-through port. Mixed gasses were supplied by a magnetically coupled bell housing that rested over the end of the pneumotachograph while remaining partially open to the room to avoid pressure fluctuations from the inflowing gas. All measurements were done between 7 am and 3 pm on the day of birth.

Prior to an experiment, the facemask was sealed with a piece of nitrile rubber. Ventilation was calibrated as a series of 20 µl pipetman injections into an empty facemask at a rate of 3 Hz. The rate of gas flow-through was continuously controlled via two rotameters in series.

For experimental assays, a small opening was made in the nitrile rubber to fit the snout (nose and mouth) of a P0.5 mouse. The mouse was affixed to the facemask with Impregum F, Polyether Impression material (Patterson Dental, St. Paul, MN, USA). The mouse rested on a platform attached to the facemask that fit inside a temperature controlled chamber to maintain the mouse pup at 36°C.

Pneumotachograph pressure changes and chamber temperature were recorded with LabChartPro (AD Instruments, Colorado Springs, CO, USA) in real time. The pneumotachograph trace was integrated to produce a respiratory waveform. Waveforms were analyzed offline to determine respiratory rate (V_f_), tidal volume (V_T_), minute ventilation (V_E_) and pattern analysis.

After attachment to the face mask, mice were allowed to acclimate for 10 min in room air. Data was recorded for another 20 min under room air conditions and then switched for an additional 20 min to either a mix of 10% O_2_/90% N_2_ for hypoxia or a mix of 5% CO_2_/21% O_2_/74% N_2_ for hypercapnia before returning to room air for 20 min.

Respiratory waveforms were collected when the neonate was at rest and readings were free from movement artifacts. A minimum of 1 min cumulative data compiled from traces at least 10 s long from the last 5 min of a given experimental condition were analyzed. Apart from integration, no filtering, smoothing or other manipulations were applied to the pressure waveform. Tidal volume (V_T_) was determined by comparing peak (mV) height to calibration injections (mV/µl).

Poincaré plots and apnea measurements were determined using 10 min of movement-free traces from each breathing condition. Apneas were defined as an interbreath interval (IBI) that was longer than 1.5 s. The coefficient of variation (CV) of the IBI and amplitude was also calculated from the same 10-minute trace compilation of each breathing condition (standard error IBI or amplitude/mean IBI or amplitude).

### Gene expression arrays

Illumina mouse WG-6 v2.0 expression Beadchip analysis was performed on three R26*Foxf1;Tie2-*cre E18.5 lung RNA samples and three control R26-LSL-*Foxf1* E18.5 lung RNA samples. 500 ng of total RNA was labeled using Illumina TotalPrep RNA Amplification Kit (Thermo Fisher Scientific, Waltham, MA, USA) and hybridized as per manufacturer's instructions. The array data were analyzed using the lumi bioconductor package (Du et al., 2008), normalized by robust spline normalization and transformed using variance stabilization transformation (VST) as previously described (Sen et al., 2014). A two-sample *t*-test was applied to determine differentially expressed genes between R26*Foxf1; Tie2-*cre and the R26-LSL-*Foxf1* lung groups. Differential expression *P*-values were adjusted for false discovery rates (FDR). Fold changes were calculated using reverse VST. Although our sample size was relatively small for parametric tests, we justified the use of *t*-tests in this study by large effect sizes of our analysis (DeWinter, 2013). Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang et al., 2009) was used for gene ontology and pathway analyses.

### Quantitative RT-PCR

Total lung RNA was reverse transcribed to cDNA using the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific, Waltham, MA, USA) and amplified using the Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA). Primers used for qRT-PCR validation of the mouse microarray are listed in Table S2. Amplification and data analysis were conducted on an ABI 7900HT Fast real time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). Relative gene expression was calculated using the ΔΔC_T_ method (Pfaffl, 2001). To determine *Foxf1* overexpression, TaqMan probes (Thermo Fisher Scientific, Waltham, MA, USA) were used for *Foxf1* and *Gapdh* (internal control). Amplification was performed using the TaqMan Universal PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA).

### ChIP-seq assay and analysis

Two biological replicates of pooled E18.5 lungs (*n*=3) were crosslinked with 37% formaldehyde to a final concentration of 1%. ChIP was performed using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling, 9005S). Micrococcal nuclease-digested chromatin was further sonicated using Diagenode Bioruptor with 20 pulses of 15 s on and 15 s off at high power to yield sheared chromatin. Ten micrograms of chromatin was used per immunoprecipitation with 7 µg of FOXF1 antibody (Ren et al., 2014) (AF4798: R&D Biosystems, Lot#B1508). ChIP-grade normal rabbit IgG #2729 and Histone H3 (D2B12) XP^®^ Rabbit mAb (ChIP formulated) from Cell Signaling Technology were used as negative and positive controls, respectively; 2% input was used as a control. The Genomic and RNA Profiling (GARP) Core at BCM conducted sample quality checks using the NanoDrop spectrophotometer, Invitrogen Qubit 2.0 DNA quantitation assay and Agilent Bioanalyzer. The Rubicon ThruPlex DNA-Seq library preparation system was used to prepare ChIP-Seq libraries for sequencing on the Illumina HiSeq sequencing system. Sequence reads were mapped on to the mm10 genome using Bow-tie2 (Langmead and Salzberg 2012). Percentage of uniquely mapped reads were 77.85, 73.10 and 73.10%, respectively, for the two biological replicates and input control samples, acceptable according to Bailey et al. (2013). Peak calling procedure was performed using the Model-based Analysis of ChIP-Seq (MACS2) tool (Zhang et al., 2008). The assessment of peak calling was done using IDR-score (Li et al., 2011). The consensus FOXF1 binding motif was identified from the DNA sequences underlying the peaks, using the WebLogo tool (http://weblogo.berkeley.edu/logo.cgi). Functional analysis of selected peak regions was performed using the GREAT tool (McLean et al., 2010) and classification of genes common to the ChIP-seq and microarray datasets was done using LungGENS (Du et al., 2015).

### Data analysis

Graphical and statistical analyses were conducted using Prism (GraphPad, La Jolla, CA). A χ^2^ test was used for analysis of timed matings and an unpaired *t*-test was used for all other analyses. Standard error of the mean is shown on all figures. Statistical significance was considered at *P*≤0.05.

How the deposited data were processed for this re-analysis (not part of the article)

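Whole lungs of 3 R26Foxf1; Tie2-cre and 3 R26-LSL-Foxf1 control embryos at E18.5 were profiled on Illumina mouse BeadChips with 45281 probes, and all 6 arrays were used. The paper calls the controls littermates, and nothing in the sample labels says which lungs share a litter or a chip. Replicate numbers were not taken to pair the lungs.

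The authors deposited a scanner signal (intensity) for each probe that had been background-subtracted, so that 25.5% to 28.5% of the values per lung were below 0, and scaled to a common mean. Beside each signal the authors deposited a detection p-value, the rank of the probe among the negative control probes; its steps fit 936 such controls. The authors deposited a second table of values on a log2-like scale, made by robust spline normalization and a variance-stabilizing transformation. Its columns had medians of 7.44 and no value below 7.21. Over the 2217 probes with a signal above 2000 on every array, each of these columns had a correlation of at least 0.874 with the log2 signal of its own array after subtracting each probe's mean, and of at most 0.441 with another array, with slopes of 0.950 to 1.11.

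The signals were processed with R 4.3.3 and limma 3.58.1. The neqc function estimated background from negative controls inferred from the detection p-values, added an offset of 16, took log2 and quantile normalized. Probes with a detection p under 0.01 on at least 3 of 6 arrays were kept, 20118 in all. They were tested with lmFit and eBayes, and the p values were adjusted by the Benjamini-Hochberg method over the tested probes. The thresholds, an adjusted p under 0.05 and a fold change of at least 1.2, are those the paper states. Each lung had between 19831 and 20043 probes with a detection p under 0.01.

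Gene symbols came from the array's annotation and were updated through gene IDs with a table of mouse genes (assembly GRCm38.p6). Of all probes, 34885 had 1 symbol, 18 had several and 10378 had none; 34807 symbols were matched by gene ID. Of the tested probes 17210 had a symbol, for 11080 genes. A gene with several tested probes was represented by the probe with the highest mean signal. No coordinates were used; the closing section uses the lengths of genes in that table.

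Named genes were chosen by a rule: every gene the paper names in its text or Fig. 6D, the 10 genes with the largest log2 fold change in each direction that passed the threshold with groups that did not overlap, up to 3 higher and 3 lower genes past the threshold in each list described (up to 2 with the largest change where none passed), and the globin genes, sex-linked genes and Tek. In 39 gene lists, written from general knowledge and holding 1184 genes, 1099 genes had a probe and 904 were tested. Lists with at least 5 tested genes were compared with all other genes by camera with a preset correlation of 0.01, with adjustment over the 39 lists. The lists, the rule, the tests and the alternatives were set before the data were examined, except Fisher's exact test of over-representation and the tests of explanations that the closing section names as chosen after the result was seen.

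The alternatives were: no background correction, the deposited values, median scaling, cyclic loess, no filter on dim probes, detection on all 6 arrays, detection at p under 0.05 on at least 1 array, a variance trend with robust moderation, array weights, the methods' t-test on both tables with Benjamini-Hochberg adjustment, no fold limit, an adjusted p under 0.1, a fold change of at least 1.5, unadjusted p values, a replicate block, the mean of a gene's probes, camera with an estimated correlation, fry, and each lung left out in turn. The 1.2-fold limit was kept in the settings with an adjusted p under 0.1 and with unadjusted p values. With 1 lung left out, 2 remained in its group. All 10 divisions of the 6 lungs into 2 groups of 3 were compared.

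The comparison was tested on simulated data with 20118 independent probes and the variances as moderated by limma. With 200 changed probes, limma recovered 0% of those changed 1.2-fold, 12% at 1.5-fold, 88% at 2-fold and 100% at 3-fold, with 3 false calls; the methods' t-test made 0 calls after adjustment. With 2000 changed probes, limma recovered 6.4%, 69.4%, 97% and 99.6%, with 49 false calls. Camera called 3 of 3 shifted lists and 0 of the others. As the simulated probes were independent, this cannot show how camera behaves where the genes of a list are correlated. In the 5 lists that passed here, the estimated correlation was 0.174 to 0.564.

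The spline normalization and variance stabilization were not rerun, because the package that holds them was not used here; their result was taken from the deposited table. The chromatin immunoprecipitation data, the qRT-PCR and the Foxf1 knock-out arrays were not analysed here.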

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

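The tests of less blood, a single lung, thymus, muscle on 1 control lung, varying neighbouring tissue, the number of such probes in the deposited values and gene length were chosen only after the result was seen.

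Immune signalling and interferon genes, which the paper does not discuss, had a median log2 fold change of −0.53 over 23 measured genes (camera adjusted p = 1.86e-08; adjusted p = 0.792 with an estimated correlation); Isg15 (−1.49), Psmb8 (−1.07), Il1b (−0.92) and, named after its value was seen, Irf9 (−0.82) fell, and 10 were lower when adjusted over the list alone, but Isg15, Psmb8 and Il1b missed the threshold without control replicate 1 or R26Foxf1; Tie2-cre replicate 1 or 3 (adjusted p up to 0.144). The 13 granulocyte genes, also outside its discussion, had a median of −0.82 (camera adjusted p = 0.00430, and 0.792 with an estimated correlation). Stfa1 (−1.24) and S100a8 (−1.12) had the largest differences, and 0 of the 13 passed in limma. The methods' t-test called 0 of all 20118 tested probes, these included. At an unadjusted p under 0.05, 5 of the 13 were lower. Of the 20118 probes, 2317 were lower at that p with the 1.2-fold limit. The median of the interferon genes stayed at −0.46 or below without any 1 lung, which goes against a single lung, though the mean of their list was −0.05 both in control replicate 3 and in R26Foxf1; Tie2-cre replicate 2 (centred over the lungs), but the median of the granulocyte genes was −0.33 without R26Foxf1; Tie2-cre replicate 3, and the mean of the list in R26Foxf1; Tie2-cre replicate 2 (0.32) was above that in control replicates 1 and 2 (0.12 and 0.28), so for them 1 lung and the genotype cannot be told apart. Of 17 erythroid genes other than globins 13 were lower, with a median of −0.12 and a lower quartile of −0.31, which without control replicate 1 (−0.45) was near the median of the interferon genes (−0.46) and without R26Foxf1; Tie2-cre replicate 3 (−0.35) below that of the granulocyte genes, so less blood in the samples cannot be told apart either. Thymus genes were detected in control replicates 1 and 2, where the mean of the interferon genes was highest (0.44 and 0.53), and with the mean of the lymphocyte and thymus genes as a covariate the median of the interferon genes was −0.29 (camera adjusted p = 0.103), so thymus on these control lungs cannot be told apart from the genotype for them; fewer leukocytes or less interferon signalling, in a design where Tie2-cre also marks hematopoietic cells, and differences between litters stay open, untested.

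Skeletal muscle genes, 14 measured and outside those the paper discusses, had a median log2 fold change of −2.14 (camera adjusted p = 2.82e-07; adjusted p = 0.792 with an estimated correlation); 1 of the 14 fell over all probes tested, Myog (−0.99, adjusted p = 0.0280; up to 0.117 without control replicate 1 or 3 or R26Foxf1; Tie2-cre replicate 1 or 3), and 11 were lower when adjusted over the list alone (Des and Ckm are also in the list of smooth muscle genes). Without control replicate 2, which had the highest mean, the median was −1.34, so muscle on that lung alone is not the whole of it, and with the lymphocyte and thymus genes, also highest in that lung, as a covariate it was −0.98 (camera adjusted p = 0.0534). The list's mean ranged over 2.26 among the control lungs, more than the 1.96 between the groups, and over 1.38 among the R26Foxf1; Tie2-cre lungs. Heart muscle genes ranged over 3.21 within the R26Foxf1; Tie2-cre lungs, and Myl1, the brightest gene of the skeletal muscle list, had 11.57 ± 1.38 (SD, n = 3) in them and 13.42 ± 1.03 (SD, n = 3) in control lungs. These values are consistent with varying amounts of neighbouring muscle in the dissected lungs; a difference in the muscle of the embryos stays open, untested.

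In 311 genes, 330 probes were deregulated (173 of them lower) while the gene's brightest probe did not pass, as for Rcan1 and Sox11. Another 5764 dimmer probes were not deregulated, and of all 20118 tested probes 908 were. The median size of change was 0.69 on the 330 probes and 0.09 on the brightest ones, and 70% of the brightest probes lay on the same side of 0. The 330 were picked for a call that the brightest probe lacked, so a gap between these sizes follows in part from the choice. Of these probes 81.5% were detected on all 6 arrays, against 87.2% of other dimmer probes, but the filter leaves 90.4% of all tested probes so detected, and noise near background cannot be told apart. In the deposited values 100% of the 330 kept the sign, 196 passed the threshold, and 267 probes showed the same pattern (184 of them shared), which goes against the normalization used here as the whole cause. Only 47.9% kept at least 50% of the change there, but that scale compresses changes at this signal (slope 0.477), so how far the normalization sets the size of the change cannot be told apart. The genes of the higher ones were longer (median 62.4 kb in the assembly GRCm38.p6, against 20.0 kb for the lower ones and 28.4 kb for other dimmer probes). With a trend with gene length taken out of each array the median size of change was 0.67 (median standard error 0.126, and 0.127 before). This goes against such a trend as the whole cause of that size. The trend was weak (rank correlation of gene length with the log2 fold change 0.131), so it could take little from probes picked for large changes. Past the threshold were 66, against 195 before, adjusted over the probes with a length, since the adjusted p values lay close to it (median 0.0492 before and 0.0512 after). The size was made the measure after this count was seen, so how far the trend sets the calls cannot be told apart. Probes of introns or other transcripts, unspliced RNA and RNA quality stay open, untested.

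Other results outside what the paper discusses were these. Macrophage and monocyte genes, 25 measured, had a median of −0.25 (camera adjusted p = 5.30e-06; adjusted p = 0.792 with an estimated correlation), and Ly6c1 (−0.61), Tyrobp (−0.58) and Fcgr1 (−0.47) fell, as long as no lung other than control replicate 2 was left out (adjusted p otherwise up to 0.154), though Ly6c1 missed the threshold with median scaling (adjusted p = 0.0572). Oxidative phosphorylation genes, 55 measured, had a median of −0.050 (camera adjusted p = 0.0285; adjusted p = 0.792 with an estimated correlation), and Atp5pb fell (−0.60), with the same exception (adjusted p otherwise up to 0.131); that list missed the threshold without control replicate 2 (adjusted p = 0.211), control replicate 3 (0.0612) or R26Foxf1; Tie2-cre replicate 1 (0.0943), and with array weights (0.182). The embryonic globin genes Hbb-bh1 (1.84), Hba-x (1.38) and Hbb-y (1.25) rose, though Hba-x and Hbb-y missed the threshold without control replicate 1 or 3 or R26Foxf1; Tie2-cre replicate 1 or 3 (adjusted p up to 0.135), while Hbb-bs (−0.03), Hbb-bt (−0.03) and Hba-a1 (0.05), near the top of the scale at 15.03 to 15.27, did not pass.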

How the results depend on the processing

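No background correction, the deposited values, median scaling, cyclic loess, detection on all 6 arrays, no fold limit and at least 1.5-fold left the counts of deregulated probes (908), higher (488), lower (420) and genes (641) within 1.5 times, at 699 to 1106 probes; 595 probes were shared with the deposited values. The counts were, in that order, 58, 28, 30 and 41 with no filter on dim probes, 250, 134, 116 and 167 with detection at p under 0.05 on at least 1 array, 1864, 968, 896 and 1287 with trend and robust variance, 2491, 1237, 1254 and 1744 with array weights, 2680, 1456, 1224 and 1861 at an adjusted p under 0.1, and 5011, 2694, 2317 and 3398 unadjusted. With the replicate block they were 46, 13, 33 and 32. With each group's mean taken out of every probe, the lungs of a replicate number had correlations of 0.293, −0.0355 and −0.0269. These values are too few to tell whether replicate numbers pair the lungs. The methods' t-test gave 0 (3516 unadjusted; smallest adjusted p = 0.0960), and 0 on the deposited values of all probes (1838; 0.193); limma gave 908 on the values of the former, and 1051 on the deposited values of the 20118 tested probes. Without 1 lung the counts ranged from 2 to 1704 probes, 1 to 671 higher, 1 to 1033 lower and 2 to 1190 genes, and the separation from 0.421 to 0.685. The fits without 1 lung compare fewer lungs, and those with no filter or the looser one test more probes; the other causes were not tested.

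Of the gene lists, 5 passed, and 11 with median scaling, 8 with the replicate block, 7 with cyclic loess, 7 with no filter on dim probes and 6 with the mean of a gene's probes. It was 0 with an estimated correlation (0 unadjusted, 12 with the preset one), 0 with fry (6 unadjusted, smallest adjusted p = 0.259) and 5 to 14 without 1 lung. The median of heart muscle genes, −0.08, ranged from −0.56 to 0.62 without 1 lung and passed at 0.62 without R26Foxf1; Tie2-cre replicate 1 and at −0.56 without replicate 3; that of cell cycle genes, 0.09 with the test directed downwards, ranged from −0.038 to 0.30 and passed at 0.25 without R26Foxf1; Tie2-cre replicate 2. Of the named genes, 1229 comparisons kept their side of the threshold, 55 gained it and 232 lost it, and with 1 lung left out 507, 14 and 187. Foxf1 passed in none. A chip block was not run, since no chip is given. Of 1158 probes with a mean of at least 12, 4 were deregulated, 0.345%, against 4.77% below.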

Differences from the paper's values

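Fisher's exact test of over-representation was chosen only after the result was seen. The paper reports 1242 deregulated genes, and here 641 named genes had a deregulated probe at the same thresholds. Of the alternatives set before the data were examined, trend and robust variance (1287), array weights (1744), an adjusted p under 0.1 (1861) and leaving out control replicate 2 (1190) came within 1.5 times of the paper's value. The others did not: no background correction (733), the deposited values (741), median scaling (596), cyclic loess (652), no filter on dim probes (41), detection on all 6 arrays (768), detection at p under 0.05 on at least 1 array (167), the methods' t-test (0), the same on the deposited values of all probes (0), no fold limit (641), at least 1.5-fold (482), unadjusted p values (3398), the replicate block (32) and leaving out any other lung (2 to 250). Counted in probes, the 908 found here were within 1.5 times of the paper's value.

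The paper's methods name a t-test and p values adjusted for false discovery rates, without naming the procedure. Here the methods' t-test with Benjamini-Hochberg adjustment gave 0 probes on the signals as normalized here (3516 at an unadjusted p under 0.05; limma 908) and 0 on the deposited values of all probes (1838 at an unadjusted p under 0.05; limma 1051 on those of the tested probes).

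The paper names Igfbp3, Pparg, Rcan1 and Prkcdbp as downregulated. It also reports that qRT-PCR verified the array data of Igfbp3, Pparg and Rcan1, and the qRT-PCR was not analysed here. Here Pparg (log2 fold change −1.05) and the dimmer Rcan1 probe (−1.05) were lower, the brighter Rcan1 probe had a higher mean (0.20), and Igfbp3 (−0.62 and −1.56) and Prkcdbp (−0.27 and −0.38) had lower means that did not pass. The calls of Pparg and the dimmer Rcan1 probe were both lost with no filter on dim probes, the methods' t-test, the replicate block and without control replicate 1 or 3 or R26Foxf1; Tie2-cre replicate 1 or 3. Igfbp3 passed with array weights, at an adjusted p under 0.1 and with unadjusted p values by 1 probe, and by 2 probes without R26Foxf1; Tie2-cre replicate 2. Prkcdbp passed with unadjusted p values.

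The paper names Fgfr2, Egfl7 and Robo4 as upregulated. Here their brightest probes had log2 fold changes of 0.26, 0.34 and 0.25, and none passed. Fgfr2 and Egfl7 were higher in the deposited values, and Egfl7 was higher with trend and robust variance, at an adjusted p under 0.1 and with unadjusted p values. A dimmer Fgfr2 probe was lower without control replicate 2 and with unadjusted p values. Robo4 passed in no setting. At unadjusted p values of 0.0251 and 0.0386 in limma, the brightest probes of Fgfr2 (1.196-fold) and Robo4 (1.189-fold) were under the 1.2-fold limit.

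Of the 11 genes the paper finds in all of its datasets, 2 had a probe past the threshold here, Sox11 and Slit2. It was 7 in the deposited values, 7 with trend and robust variance, 7 at an adjusted p under 0.1, 5 with array weights, 4 with detection on all 6 arrays, 3 with no background correction, 3 without control replicate 2 and 11 with unadjusted p values; it was 1 with detection at p under 0.05 on at least 1 array, and 0 with no filter on dim probes, with the methods' t-test on either table, with the replicate block and without any 1 lung other than control replicate 2. Of the 10 genes in Fig. 6D, 3 had a probe past it, Cftr, Myocd and Mef2c, and 5 in the deposited values, with trend and robust variance, with array weights or at an adjusted p under 0.1. With unadjusted p values and the 1.2-fold limit it was 7, Fgfr2 only by a dimmer probe that was lower, and 6 by the brightest probe. Counted by any probe, it was 2 with cyclic loess, at least 1.5-fold or without R26Foxf1; Tie2-cre replicate 2, 1 with detection at p under 0.05 on at least 1 array, and 0 with no filter on dim probes, with the methods' t-test on either table, with the replicate block and without control replicate 1 or 3 or R26Foxf1; Tie2-cre replicate 1 or 3.

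The paper associates protein transport, cell adhesion and blood vessel morphogenesis with the deregulated genes. Here none of the lists for these passed camera (adjusted p = 0.265, 0.338 and 0.230). The paper tested gene ontology terms with DAVID, while these lists were written from general knowledge. Camera asks whether a list shifts in a common direction, and can miss a list whose members move in opposite directions. As the lists differ from the paper's terms, neither camera nor the exact test decides whether those terms are associated with the deregulated genes. Fisher's exact test, chosen after seeing the values and unadjusted, gave p = 0.0344 for cell adhesion and 0.0416 for blood vessel morphogenesis among higher genes counted by any probe, and 0.373 and 0.0818 by the brightest probe. Over all deregulated genes counted by any probe it gave 0.112 for cell adhesion, 0.181 for blood vessel morphogenesis and 0.372 for protein transport.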

Other observations

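The tests of thymus genes and of gene length were chosen only after the result was seen. Dividing the 6 lungs into 2 groups of 3 in all 10 ways, 1 split, the real one, gave as many as 908 deregulated probes, and the highest of the other splits gave 0; 10 splits are too few for a share under 0.05.

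Of the genes whose proteins the paper stained, Sftpc and Acta2 did not pass on the arrays, which read RNA. The paper reports unchanged staining for proSPC and no major differences for α-SMA. Sftpc, the surfactant protein gene of alveolar type 2 cells, had a log2 fold change of −0.09 (adjusted p = 0.594 from limma), and the smooth muscle actin gene Acta2 had −0.07 (adjusted p = 0.772) on its brightest probe and −0.70, −0.61 and −0.16 on the others. Kdr, the gene of FLK1, was not detected by either of its probes on any array. The arrays therefore cannot speak to the reduced FLK1 staining that the paper reports. Pan-endothelial genes, 32 measured, had a median of 0.09 (camera adjusted p = 0.157) and lung capillary genes 0.11 (adjusted p = 0.508). Alveolar type 2 cell genes had a median of −0.09 (adjusted p = 0.0748), alveolar type 1 cell genes −0.09 (adjusted p = 0.230), distal tip progenitor genes 0.20 (adjusted p = 0.0908), smooth muscle genes −0.05 (adjusted p = 0.593) and erythroid genes −0.05 (adjusted p = 0.843).

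Of the genes the paper names near FOXF1 binding sites, Nrp1 had a log2 fold change of 0.13 (adjusted p = 0.464), Cdh5 0.04 (adjusted p = 0.885), Itgb1 0.21 (adjusted p = 0.215), Foxa2 −0.07 (adjusted p = 0.806) and Sdpr, now Cavin2, 0.13 (adjusted p = 0.482). Other genes of the lists that passed, beside those named in other parts, were Col13a1 and Zbtb16 (higher), and Snorc, P4ha1, Cav2, Edem1 and Sdf2l1 (lower). Col13a1 missed the threshold without any 1 of the 6 lungs (adjusted p = 0.0557 to 0.135), with median scaling (adjusted p = 0.0523) and with cyclic loess (adjusted p = 0.0642), and each of the others missed it without control replicate 1, R26Foxf1; Tie2-cre replicate 1 or 3 and 1 or 2 of the other lungs (adjusted p up to 0.145).

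Of the 32 genes of the list of lymphocyte and thymus genes, 16 and 19 were detected in control replicates 1 and 2, and 7 to 9 in each of the other lungs. A Cd8b1 probe (not the brightest, which had 11.31 to 11.80 in all 6 lungs) had a log2 signal of 11.07 and 12.04 in this pair of lungs and at most 4.98 in the others, Cd3g had 9.78 and 11.37 against at most 5.18, and Cd3d 9.65 and 11.06 against at most 5.02 (named after their values were seen); the filter on dim probes removed all of these, and over the 8 genes measured the list had a median log2 fold change of −0.32 (camera adjusted p = 0.230). These values are consistent with thymus on those 2 control lungs. With the list's mean in each lung as a covariate, which leaves control replicate 3 as the only control without that signal, the median was −0.29 for interferon genes (camera adjusted p = 0.103), −1.08 for granulocyte genes (adjusted p = 0.0534), −0.98 for skeletal muscle genes (adjusted p = 0.0534), −0.043 for oxidative phosphorylation genes (adjusted p = 0.312) and −0.32 for macrophage and monocyte genes (adjusted p = 0.00138). Isg15, Psmb8, Il1b and Irf9 then had log2 fold changes of −1.16, −0.62, −0.76 and −0.62 (adjusted p = 0.0742 to 0.130), and Cd274 one of −0.73 (adjusted p = 0.0418).

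Probes higher in R26Foxf1; Tie2-cre lungs lay in longer genes (median 53.8 kb in the assembly GRCm38.p6) than lower ones (17.6 kb) and those not past the threshold (24.3 kb). Over 11071 genes the rank correlation of gene length with the log2 fold change was 0.131; of the 10 splits of the lungs, 3 gave one as large, the real one included, with 0.180 the largest of the others. By lung, the rank correlation with the centred signal was highest in R26Foxf1; Tie2-cre replicate 1 (0.200) and lowest in control replicate 2 (−0.148). With a trend with gene length taken out of each array, 163 probes with a known length were deregulated, against 427 before, adjusted over the same probes, and 162 were called both times. The median size of change of the 427 probes was 0.76 before and 0.75 after (median standard error 0.127 both times), and their median adjusted p went from 0.0454 to 0.0512, so calls were lost by small shifts of p values near the threshold.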
